# Transcriptome Analysis of *Catharanthus roseus* for Gene Discovery and Expression Profiling

**DOI:** 10.1371/journal.pone.0103583

**Published:** 2014-07-29

**Authors:** Mohit Verma, Rajesh Ghangal, Raghvendra Sharma, Alok K. Sinha, Mukesh Jain

## Abstract

The medicinal plant, *Catharanthus roseus*, accumulates wide range of terpenoid indole alkaloids, which are well documented therapeutic agents. In this study, deep transcriptome sequencing of *C. roseus* was carried out to identify the pathways and enzymes (genes) involved in biosynthesis of these compounds. About 343 million reads were generated from different tissues (leaf, flower and root) of *C. roseus* using Illumina platform. Optimization of *de novo* assembly involving a two-step process resulted in a total of 59,220 unique transcripts with an average length of 1284 bp. Comprehensive functional annotation and gene ontology (GO) analysis revealed the representation of many genes involved in different biological processes and molecular functions. In total, 65% of *C. roseus* transcripts showed homology with sequences available in various public repositories, while remaining 35% unigenes may be considered as *C. roseus* specific. *In silico* analysis revealed presence of 11,620 genic simple sequence repeats (excluding mono-nucleotide repeats) and 1820 transcription factor encoding genes in *C. roseus* transcriptome. Expression analysis showed roots and leaves to be actively participating in bisindole alkaloid production with clear indication that enzymes involved in pathway of vindoline and vinblastine biosynthesis are restricted to aerial tissues. Such large-scale transcriptome study provides a rich source for understanding plant-specialized metabolism, and is expected to promote research towards production of plant-derived pharmaceuticals.

## Introduction

*Catharanthus roseus*, popularly known as Madagascar periwinkle, is a medicinal plant which belongs to family Apocyanaceae. The plant is diploid (2n = 16) and native to islands of Madagascar, but now grown in many tropical countries as ornamental plant [1]. *C. roseus* is well known for its pharmacological importance as it produces more than 130 terpenoid indole alkaloids (TIAs) including vinblastine and vincristine, which are widely used in anti-cancer chemotherapies [2], [3]. Most tissues of *C. roseus* are known to produce alkaloids and no other single plant is known to produce such a wide spectrum of alkaloids [4]. The plant is known to treat diabetes also, due to hypoglycemic properties in its tissue extracts [5]. Moreover, roots of *C. roseus* are known to accumulate ajmalicine and serpentine which help controlling blood pressure and cardio-vascular disorders [6].

Alkaloid biosynthetic pathways are highly branched and complex, with wide differences in alkaloid composition between underground and aerial tissues. TIAs have high commercial value because they are produced by plants in very low amounts and its infusion is very difficult. The common precursor of TIAs, strictosidine, is the central intermediate formed by the condensation of tryptamine (product of shikimate pathway) and secologanin (product of non-mevalonate pathway) involving strictosidine synthase (STR). Pharmacologically important alkaloids, vinblastine and vincristine (found only in aerial tissues) are synthesized *in vivo* by the condensation of vindoline and catharanthine, both of which are obtained from branch-point intermediate cathenamine. Biochemical pathway resulting in formation of vindoline is specifically present in well differentiated aerial tissues of the plant, but not in roots and cell cultures, thereby marking the presence of tissue-specific TIA pathway in *C. roseus* [7]–[11].

In recent years, next generation sequencing has become the method of choice for fast and cost-effective transcriptome characterization for non-model plants [12]–[15]. Earlier, a large-scale transcriptomic resource from three medicinal plants (*Camptotheca acuminate*, *Catharanthus roseus* and *Rauvolfia serpentina*) have been developed for elucidating monoterpene indole alkaloid (MIA) pathways [16]. Recently, Van Moerkercke et al. [17] used RNA-seq approach to construct metabolic pathway database, CathaCyc, for *C. roseus*. Such databases can facilitate identification of key regulator(s) for metabolic pathway engineering. To add on to existing resources, in this study, we generated *C. roseus* transcriptome by assembling RNA-seq data generated from *C. roseus* tissues (leaf, flower and root) and merged it with previously reported *C. roseus* transcripts. The updated comprehensive *C. roseus* transcriptome was screened for simple sequence repeats (SSRs) which might be helpful in development of functional molecular markers. We also identified transcription factor (TF) encoding transcripts in *C. roseus* transcriptome as only few TFs are known, which regulate TIA pathway genes. Expression analysis of genes involved in TIA pathways was also undertaken to reveal their tissue-specific expression. Gene ontology (GO) enrichment analysis highlighted the tissue-preferential/specific expression of transcripts in various biological processes. These data will provide a framework for further functional analysis of genes involved in biosynthesis of important alkaloids.

## Results

### Transcriptome sequencing and preprocessing of data

To generate the transcriptome of *C. roseus*, three tissue samples (leaf, root and flower) were subjected to next generation sequencing using Illumina platform. 

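Leaf, root and flower of field-grown adult plants of the variety Prabal were sequenced as 1 library each, so 3 libraries were compared and no replicates show how far plants differ within a tissue. Leaf gave 119566382 total reads, root 111305576 and flower 116361304 (Table S1). Removal of duplicate reads took 33.2% of the high-quality reads of leaf, 33.7% of root and 31.6% of flower. It left 79025564, 72961718 and 78728416 non-redundant reads, respectively. The authors mapped reads onto the assembled transcripts with at most 2 mismatches, took the uniquely mapped reads and divided them by transcript length and library size to give RPKM (reads per kilobase of transcript, scaled to a common number of reads). The deposited values are headed as base means, but they carry 2 decimals and sum to 452743 in leaf, 471970 in root and 464279 in flower. Their log2 values lay within 0.25 of the log2 RPKM colours of Fig. 4B and 4D, read by eye, in 107 of 108 cells, and they were therefore taken as RPKM. Transcript lengths were not at hand, so the number of reads behind a single value was not worked out and no counting interval is given. Transcripts were compared by a fixed rule of size and not by a test: a log2 ratio of (RPKM + 1) of at least 1, which is 2-fold, with the larger value at least 10 RPKM. A pseudocount of 1 understates the change of transcripts with low values. With a pseudocount of 10, used as an alternative, a transcript whose larger value is under 10 RPKM cannot reach 2-fold whatever its ratio. The scaling between libraries also matters: scaling by the median ratio to the geometric mean moves log2 fold changes against flower by -0.12 in leaf and 0.23 in root, and scaling to a common upper quartile moves them by -0.14 and 0.36.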

Of the total ∼347 million reads generated from all the tissue samples, about 343 million reads were found to be of high quality after filtering with NGS QC Toolkit (Table S1), having average Phred quality score of at least 30 at each base position. As the short reads obtained may be redundant (due to PCR amplification at library preparation step) and their assembly needs a high-end server with high random access memory (RAM). Therefore, duplicate reads from each sample were removed and about 230 million non-redundant (NR) reads were obtained (Table S1).

### Optimization and validation of transcriptome assembly

To generate an optimal transcriptome assembly of *C. roseus*, we systematically compared the performance of various *de novo* short read assembly tools, including Velvet, Oases and ABySS. *De novo* assembly of total (343,384,084) and NR (230,715,698) high quality reads was performed employing a two-step approach. In the first step, primary assembly (best k-mer assembly) was generated using Velvet, Oases and ABySS at different k-mer lengths ranging from 31 to 95 (Table S2 and S3). On the basis of several parameters described earlier [18], assemblies obtained from respective assemblers at different k-mers were compared. Assemblies generated by Velvet showed a gradual increase in N50 and average read length with the k-mer length, best being at k-93 (Table S2A and S3A). Similarly, assembly at k-93 (from total reads; Table S2C) and k-87 (from NR reads; Table S3C) had higher N50 and average read lengths, and were considered to be the best assembly generated from ABySS. On the other hand, choosing the best assembly generated from Oases (using NR dataset) was a tricky task, as there was not much difference in N50 and average lengths at different k-mers (Table S2B). Finally, assembly at k-57 was selected, which had an optimal assembly size (number of contigs; Table S3B) and minimum redundant unigenes. Whereas, assembly of Oases at k-61 generated from total dataset had higher N50 and average lengths (Table S2B). By taking all the assembly parameters into consideration along with BLAST results, assembly generated by Oases at k-57 using NR short read dataset (NR-Oases k-57), was considered to be the best, which generated 42909 contigs (≥250 bp) of 1161 bp average length and 1990 bp N50 length (Table 1).

**Table 1:** Assembly optimization/validation of Illumina data of *C. roseus*.

	Total high quality reads (best k-mer)				Non-redundant high quality reads (best k-mer)				MPGR assembly	Merged assembly^2^
	ABySS(k_87)	Velvet(k_93)	Oases(k_61)	Oases(k_61)	ABySS(k_87)	Velvet(k_93)	Oases(k_57)	Oases(k_57)		
**Number of contigs**	133650	39010	128716	106736	71190	39276	53017	42909	86726	59220
**Total size (Mb)**	72.78	25.38	165.01	160.92	57.62	25.62	51.86	49.81	107.79	76.03
**Minimum length (bp)**	100	185	100	250	100	185	107	250	251	250
**Maximum length (bp)**	15524	10893	17071	17071	15524	10913	17112	17112	12048	17141
**Average length (bp)**	544.6	650.7	1282	1507.8	809.5	652.3	978.2	1160.8	1243	1283.9
**N50 length (bp)**	1087	848	2161	2205	1400	841	1911	1990	1683	2115
**Contigs with significant similarity** 1	63706	28142	76866	73292	41643	28477	22593	21275	66788	32666

1 Similarity search was done against TAIR10 proteome.

2 Assembly generated by merging best k-mer with MPGR transcriptome using TGICL.

Gongora-Castillo et al. [16] followed a robust approach to generate a comprehensive *C. roseus* transcriptome from different tissues and treatments. Our second step involved merging of primary assembly (best k-mer; NR-Oases k-57) with previously existing *C. roseus* assembly (MPGR de novo assembly; [16]). Our earlier studies have shown that TGICL software generates optimal merged assemblies [15], [19]. Unigenes from both the assemblies were size selected (≥250 bp) and transcript isoforms from MPGR assembly were removed (retaining the longest isoform) before subjecting to assembly using TGICL program. The merged assembly resulted in a total of 59220 contigs with improved average length (1284 bp) and increased N50 read length (2115 bp; Table 1). Overall, the merged assembly was found to be much better than those reported previously [16], [20].

To assess the quality of *C. roseus* transcriptome thus obtained, we checked for the presence of publicly available *C. roseus* sequences in recently assembled transcriptome. Out of 287 full-length protein sequences (downloaded from NCBI), 220 (77%) were found to be present in the assembled transcriptome. Moreover, we also checked for the genes involved in various biochemical pathways and found that all the 108 genes previously reported by Van Moerkercke et al. [17] were represented in our transcriptome data. Similarly, all the 30 enzymes (genes) known to be involved in TIA bio-synthesis [17], were also present in the *C. roseus* transcriptome generated in this study.

As compared with earlier reported transcriptome assemblies of *C. roseus*, we obtained nearly 19% (MPGR assembly) [16] and 42% (CathaCyc) [17] novel transcripts in our assembly. *C. roseus* belongs to the clade Asterids, and genome of three plant *species* of this clade, including *Solanum tuberosum* (potato), *Solanum lycopersicum* (tomato) and *Sesamum indicum* (sesame) have been sequenced so far. A BLAST analysis of *C. roseus* transcriptome against proteomes of tomato, potato, cucumber, grapevine and Arabidopsis, and transcriptomes of six known alkaloid producing plants (*Atropa belladonna*, *C. acuminata*, *Cannabis sativa*, *R. serpentine*, *Rosmarinus officinalis* and *Valeriana officinalis*) revealed higher similarity of *C. roseus* transcripts with *R. officinalis* (60.9%) followed by tomato (58.7%), potato (56.3%), cucumber (56.2%) and grapevine (56.1%) (Fig. S1). Further, reciprocal BLAST analysis with annotated protein sequences from closest reference genomes (tomato, potato, cucumber and grapevine) and Arabidopsis showed that, although Arabidopsis happens to be distantly related to *C. roseus* in phylogenetic tree but had the highest number of orthologs (15252) as compared to tomato (12118) and potato (11263), which belong to the same clade (Asterids) as that of *C. roseus* (Fig. S2). This may be due to availability of better genome annotation of the model plant Arabidopsis. Cucumber and grapevine had the least number of orthologs in *C. roseus*, because they belong to different clades.

*C. roseus* transcripts generated above were designated as *C. roseus* tentative consensus (Cr_TC) and were assigned a unique identifier number from Cr_TC00001 to Cr_TC59220. 

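All 59220 identifiers were listed for each tissue. A value above 0 was found for 44675 transcripts in leaf, 48814 in root and 46384 in flower, and 41492 were above 0 in all 3 tissues. A total of 52088 transcripts (88.0%) were above 0 in at least 1 tissue, while 7132 were listed at 0 in all 3. At least 10 RPKM was reached by 9928 transcripts in leaf, 8655 in root and 9641 in flower. Of these, 5625 reached it in all 3 tissues, and 2228 in leaf, 1557 in root and 1350 in flower reached it in that tissue alone. The 100 highest transcripts held 12.7% of the summed RPKM in leaf, 13.3% in root and 12.0% in flower.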

The whole transcriptome sequence is available at Catharanthus Transcriptome Sequence web page (http://nipgr.res.in/mjain.html?page=catharanthus). The total size of transcriptome is ∼76 Mb with nearly 65% of the transcripts longer than 500 bp and more than 40% transcripts larger than 1000 bp (Fig. S3). Average GC content of *C. roseus* transcriptome was little lower (40.65%) than Arabidopsis (42.5%; Fig. S4), and comparable with that of soybean (40.9%) and chickpea (40.3%) [18]. Whereas, average GC content of rice was much higher (55%) with respect to *C. roseus* and other dicot plant species analyzed.

### Functional annotation of *C. roseus* transcriptome

For comprehensive annotation of *C. roseus* transcripts, similarity search was performed against several public databases sequentially. We were able to annotate 38380 (65%) unigenes with confidence (e-value≤1E-05), while others were considered to be *C. roseus* - specific which may be involved in various important biochemical pathways, whose intermediates and enzymes involved have not been catalogued in public repositories as of now. The putative function assigned to the transcripts is available at Catharanthus Transcriptome Sequence web page. Based on their similarity with Arabidopsis genes, *C. roseus* transcripts were assigned GOSlim terms under biological process, molecular function and cellular components categories (Fig. S5A). Among the biological process category, maximum number of *C. roseus* transcripts were assigned with the specific term, protein metabolism (13.17%) followed by response to stress (12.02%). GOSlim terms, nucleotide binding (9.81%), hydrolase activity (8.32%), transferase activity (8.03%) and protein binding (7.36%) were most represented under molecular function category. Among the cellular component category, nucleus (19%) followed by other cytoplasmic component (18.8%) were most represented (Fig. S5A). Based on COG (cluster of orthologous groups) classification, at least 33422 (56.43%) transcripts could be classified into 25 COG categories. Among the 25 COG categories, the cluster for general function prediction represented the largest group (7124; 21.31%), followed by post-translational modification, protein turnover, chaperones (3809; 11.40%) and signal transduction mechanisms (3380; 10.11%). In addition, 1941 (5.8%) of *C. roseus* transcripts were assigned into the cluster of unknown function (Fig. S5B).

To elucidate various biochemical pathways represented in the transcriptome, *C. roseus* transcripts were searched against Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database, which aids in studying the role of gene(s) in complex metabolic pathways. In total, 4436 genes (4738 transcripts) were found to be involved in one of the 318 different KEGG metabolic pathways. Few of the metabolic pathways represented with higher number of genes were, ribosome (117 genes), spliceosome (98 genes), biosynthesis of amino acids (96 genes), RNA transport (87 genes), purine metabolism (82 genes), carbon metabolism (80 genes), oxidative phosphorylation (73 genes), pyrimidine metabolism (71 genes) and protein processing in endoplasmic reticulum (71 genes). Along with plant hormone signal transduction (38 genes) pathway, we found genes involved in various alkaloid biosynthesis pathways also, like terpenoid backbone biosynthesis (26 genes), phenylalanine tyrosine and tryptophan biosynthesis (23 genes), ubiquinone and other terpenoid-quinone biosynthesis (17 genes), tryptophan metabolism (10 genes), tropane piperidine and pyridine alkaloid biosynthesis (eight genes), diterpenoid biosynthesis (11 genes), isoquinoline alkaloid biosynthesis (seven genes), sesquiterpenoid and triterpenoid biosynthesis (five genes), monoterpenoid biosynthesis (two genes) and indole alkaloid biosynthesis (one gene).

We also identified TF-encoding genes in *C. roseus* transcriptome and found 1820 transcripts representing 73 TF families. Among the 73 families represented, the MYB-domain (116) family TFs were the most abundant followed by AP2-EREBP- (106), WRKY- (78), bHLH- (75) and HB- (75) domain TFs (Fig. 1). TFs play an important role in secondary metabolite and TIA accumulation [11], [17]. TFs known to be involved in TIA pathway like ORCA2, ORCA3, WRKY, MYC2 and zinc finger DNA-binding protein 1 and 2, were represented in the assembled transcriptome of *C. roseus*.

**Figure 1:**
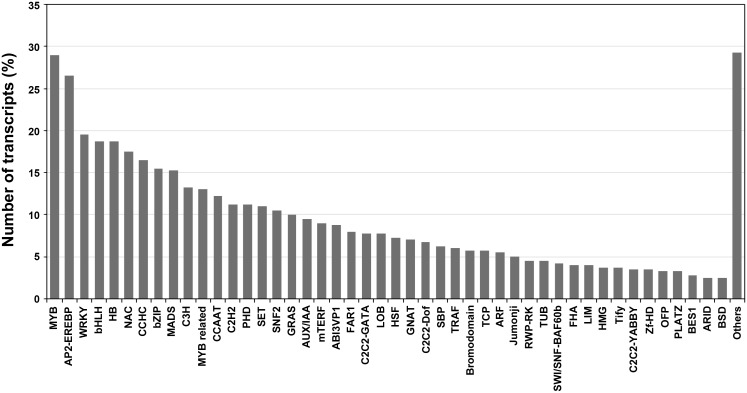
Number of transcripts representing different transcription factor families in *C. roseus* transcriptome.

### Identification of simple sequence repeats

Transcriptome resources have been harnessed for mining of SSRs in several plant species. EST-SSRs provide an insight on the density of SSRs in the transcribed region of genome and have higher rates of transferability across species [21]. *C. roseus* transcriptome was screened for SSRs using MISA search tool and a total of 11620 SSRs were identified in 8644 (14.6%) *C. roseus* transcripts. Among the identified EST-SSRs, di-nucleotide repeats were most represented (55.55%), followed by tri-nucleotide repeats with 41.67% (4842; Fig. 2A). Among di-nucleotide repeats, AG/CT showed highest occurrence (60.84%), followed by AT/AT (31.73%), AC/GT (7.41%) and CG/CG (0.03%). In case of tri-nucleotide repeats, occurrence of various motifs was uniform except for AAG/CTT, which showed highest frequency (34%) and CCG/CGG being the least abundant (2.15%) (Fig. 2B). Further, we developed a comprehensive SSR marker resource for *C. roseus* by designing forward and reverse primers from their flanking sequences. In total, we could design primers for 7158 (61.6%) SSR repeat-motifs identified, which can be used for the generation of functionally relevant markers in *C. roseus*. The complete list of SSRs identified in *C. roseus* along with primer sequences are available at Catharanthus Transcriptome Sequence web page.

**Figure 2:**
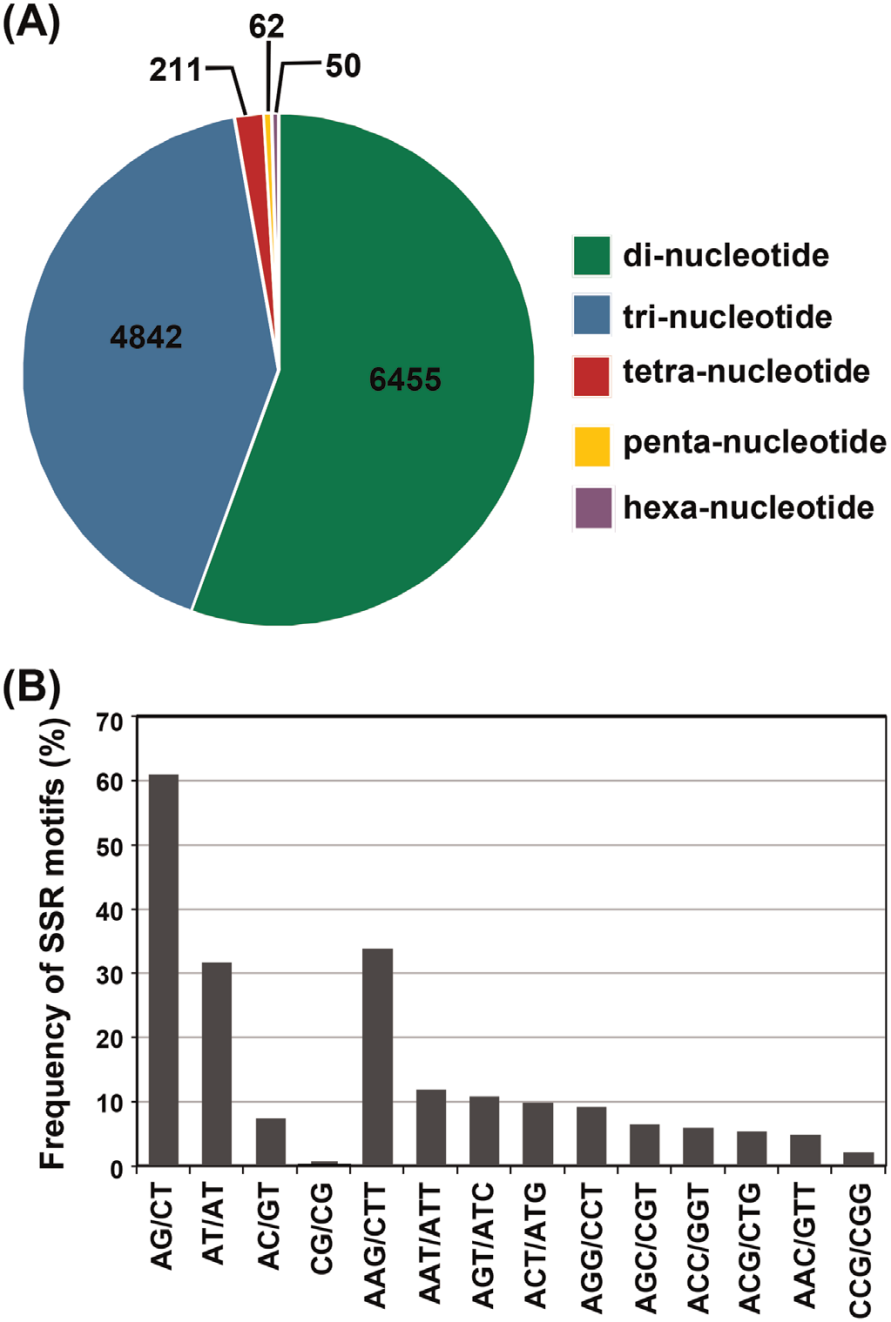
Identification of simple sequence repeats (SSRs) in *C. roseus* transcriptome. (A) Distribution of SSRs in different classes (B) Frequency of most common SSRs motifs is shown by bar graph.

### Differential gene expression and gene ontology enrichment analysis

RNA-Seq has been considered to be the method of choice for differential gene expression studies at whole genome level [22], [23]. In total, approximately 87–90% short reads mapped onto *C. roseus* transcriptome and nearly 84–87% mapped uniquely (Table 2). DESeq package, was used to identify the genes differential expressed in different tissue samples [24]. We identified differentially expressed genes among different tissues of *C. roseus* via pairwise comparisons (Fig. 3A). 

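By the rule of size, with 1 library per tissue and no test, leaf and root differed in more transcripts than either did from flower. Fig. 3A, which rests on a p-value threshold, shows the reverse order. It gives about 680 genes up and 1200 down between leaf and root, read by eye. Of 12517 transcripts with the larger value at least 10 RPKM, 3724 were at least 2-fold higher in leaf and 3104 at least 2-fold higher in root, which is 54.5% of those compared. Among named genes, ORCA3, an AP2-domain regulator of the TIA pathway, stood at a log2 fold change of -5.95 in leaf against root, and D4H, an enzyme of late vindoline synthesis, at 4.24. The split depended on the scaling of the libraries. The share of the differing transcripts that was higher in leaf was 54.5% as deposited, 56.9% after scaling to the same total, 36.9% to a common upper quartile and 41.8% by the median ratio.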

Leaf and root being the primary site for alkaloid production, differential gene expression in these tissues as compared to flower was analyzed in more detail. A total of 2443 and 2153 genes were differentially expressed in leaf and root, respectively, as compared to flower tissue (Fig. 3A, B). 

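By the rule of size, 5219 of 12310 transcripts (42.4%) differed at least 2-fold between leaf and flower, and 5162 of 11639 (44.4%) between root and flower. Among transcripts reaching 100 RPKM, Cr_TC05304 stood furthest above flower in leaf, with 1.61 RPKM in flower and 483 in leaf (log2 fold change 7.54). Cr_TC37372 stood furthest above flower in root, with 0.69 RPKM in flower and 685 in root (log2 fold change 8.67). Furthest below flower in both tissues was Cr_TC40939, which ranked 2 in flower at 1884 RPKM and had 1.66 RPKM in leaf and 2.7 in root. The files pair no gene names with these identifiers. These counts compare 3 libraries and rest on no test. With the larger value at least 50 RPKM they were 1637 of 2721 (60.2%) for leaf and 1581 of 2709 (58.4%) for root.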

In leaves, higher number of genes (1635) were down-regulated than 808 up-regulated genes, whereas in roots, there were nearly equal number of up- (1125) and down-regulated (1028) genes (Fig. 3A). 

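In leaf, 2643 transcripts were at least 2-fold higher than in flower and 2576 at least 2-fold lower. The balance moved towards lower values as the fold grew: at 4-fold, 1205 were higher and 1408 lower, at 8-fold 427 and 885, and at 32-fold 51 and 285. In root, 2419 were at least 2-fold higher and 2743 lower, and at 4-fold 1343 and 1380. At 32-fold, 74 transcripts were higher in root and 287 lower. Of the 30 TIA genes, 11 were among the transcripts higher in leaf and 4 among those lower, while 8 were among the higher in root and 9 among the lower. The share of higher transcripts in root was 46.9% as deposited, 57.0% after scaling by the median ratio and 62.4% after scaling to a common upper quartile. In leaf it was 50.6%, 45.5% and 44.6%, so that lower transcripts were the more numerous under both of these scalings. Scaled to the same total, the share was 45.8% in root and 52.3% in leaf. With no minimum value 8918 were higher in root and 6077 lower, but 4569 and 6077 without the transcripts of at least 1 RPKM in root and under 0.1 in leaf and flower.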

Out of the total 4596 differentially expressed genes in leaf and roots, 679 were common. Among 679 genes commonly differentially expressed in roots and leaves, 72 and 552 genes were up- and down-regulated, respectively (Fig. 3B). 

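In both leaf and root, 2351 transcripts differed at least 2-fold from flower, of which 235 were higher in both and 1358 lower in both. The 5 TIA genes on the higher side were TDC, SLS, STR2, ASA and SGD, of which STR2 in leaf lay at the line, at 1.01, and was within 2-fold with a common upper quartile (0.87), by the median ratio (0.89) and with a pseudocount of 10 (0.75). On the lower side were PRX1, a peroxidase, and T16H, an enzyme of the vindoline branch. With a pseudocount of 10, TDC and T16H in leaf were within 2-fold too. Among the 10082 transcripts compared in both, the higher lists hold 1115 transcripts in leaf and 1112 in root, since one with flower under 10 RPKM is compared in both only where leaf and root each reach 10, and the lower lists are whole; independent lists of these sizes would share 123 higher and 701 lower transcripts. Over the 13867 transcripts of at least 10 RPKM in some tissue, with the whole lists, they would share 461 and 509.6 (a background chosen after seeing the data), so whether the transcripts higher in both exceed chance depends on the background. Both comparisons use the same flower library. In simulated libraries with no difference between tissues, chance was set by the median absolute deviation between leaf and root. These libraries, which share flower, gave a median of 861 transcripts higher in both and 1368 lower in both over 100 runs. Their noise holds real differences between leaf and root, so these counts do not measure what sharing flower alone gives. The simulated libraries also did not resemble the data. They gave 861 higher in both where 235 were found, and 124.5 in opposite directions where 758 were found. How much of the overlap comes from sharing flower therefore stays open, and flower, a single library, could not be split.

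**Figure D1:**
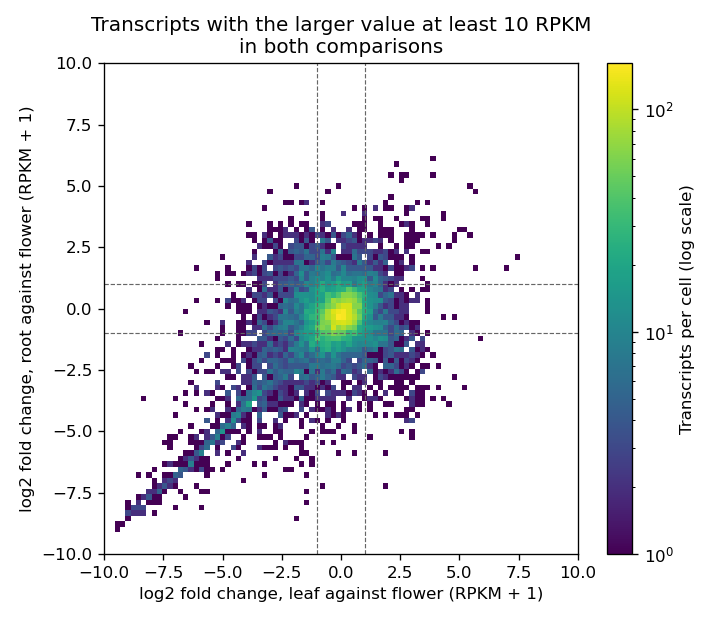
Log2 fold change of leaf against flower (x axis) and of root against flower (y axis) on the log2(RPKM + 1) scale for the 10082 transcripts with the larger value at least 10 RPKM in both comparisons; colour gives the number of transcripts per cell on a log scale and dashed lines mark 2-fold. A narrow band of transcripts lies along the diagonal at the lower left, where the values of leaf and root are both far below flower.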

Fifty five genes were found to be up-regulated in one tissue and down-regulated in another tissue. 

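Opposite directions were found for 758 transcripts, 393 higher in leaf and lower in root than in flower and 365 the other way. Of the 30 TIA genes, CPR and NMT were among them. CPR (Cr_TC07063), the reductase that supplies electrons to cytochrome P450 enzymes, had 22.7 RPKM in leaf, 76.4 in flower and 214 in root. NMT (Cr_TC06574), an N-methyltransferase of the vindoline branch, went the other way, with 43.3 RPKM in leaf, 16.6 in flower and 6.29 in root, where it was within 2-fold of flower with a common upper quartile (-0.95) and with a pseudocount of 10 (-0.71). Independent lists would give 587 transcripts in opposite directions among those compared in both, which is below the number found. Over all transcripts of at least 10 RPKM in some tissue they would give 972, which is above it. The simulated libraries gave a median of 124.5, but their noise holds real differences between leaf and root. That number therefore sets no chance level.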

The genes related to photosynthesis were up-regulated in leaf, whereas genes annotated as DNA binding proteins (TFs), disease-resistant proteins and wound response proteins were up-regulated in roots. A heat-map of 1861 up-regulated genes in at least one tissue is represented in Fig. S6. 

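By the rule of size, 4827 transcripts were at least 2-fold higher than in flower in leaf, in root or in both. These included 14 of the 30 TIA genes, among them DXS1, IS, GES, G10H and D4H through leaf, and GPPS, LAMT and CPR through root; with a pseudocount of 10, GES was within 2-fold in leaf (0.92). Of the 6 TIA regulators of Fig. 4D, WRKY1, MYC2, ORCA3, ZCT1 and ZCT2 were included. The remaining one, ORCA2, was higher in root but stayed under 10 RPKM in all 3 tissues.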

Among 1861 up-regulated genes, at least 148 were found to encode for TFs, which are key regulatory proteins. TFs are known to play an important role in accumulation of secondary metabolites in plants [25]–[27]. Among 148 TFs exhibiting significant differential expression in leaf and root tissues, majority of the transcription factors belonging to AP2-EREBP, HB, MYB, NAC, Tify and WRKY families were up-regulated in root tissues (Fig. 3C).

**Figure 3:**
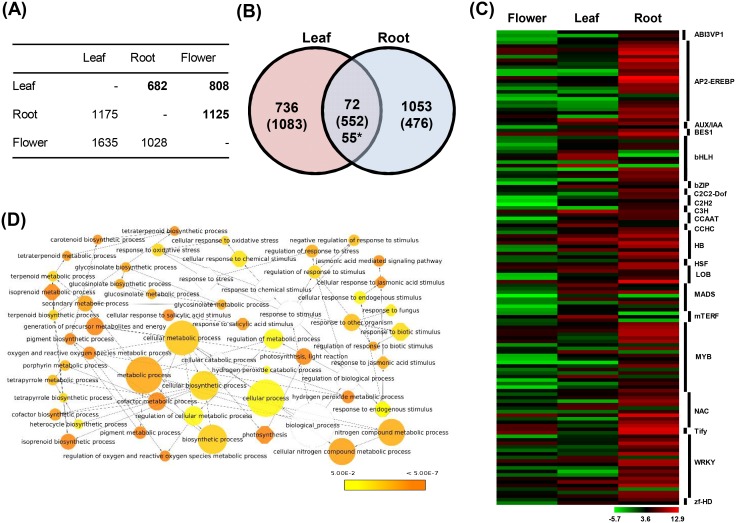
Differential expression analysis of *C. roseus* transcriptome. (A) Number of differentially expressed genes in different tissues in pairwise comparisons. Number of up-regulated genes are in bold, while down-regulated are in normal font. (B) Venn diagram showing number of up- and down-regulated (in parentheses) genes in leaf and root tissues as compared to flower. Asterisk represents genes up-regulated in one tissue and down-regulated in another tissue. (C) Heat-map showing expression patterns of differentially up-regulated TF encoding genes in different tissues. The scale at the bottom represents log_2_ fold change. (D) Graphical view showing GO terms associated with biological process enriched in up-regulated genes of leaf. The GO enrichment was performed using BiNGO. Node size is proportional to the number of genes in each category and shades represent the scale denoting significance level (white- no significant difference).

**Table 2:** Mapping of non-redundant high-quality reads on *C. roseus* transcriptome.

Tissue samples	High quality reads	Total mapped reads (%)	Uniquely mapped reads (%)
**Leaf**	79025564	70974531 (89.81)	68635709 (86.85)
**Flower**	78728416	69955703 (88.86)	67774853 (86.09)
**Root**	72961718	63571877 (87.13)	61747179 (84.63)

We performed GO enrichment analysis to explore the major functional categories in up-regulated genes in leaves and roots. GO terms associated with various biological processes, such as metabolic process, nucleic acid metabolic process and cellular metabolic process were found to be enriched in up-regulated genes of leaf (Fig. S7A). Leaves being actively participating in photosynthesis, GO terms associated with photosynthetic process were also significantly enriched in leaves. Apart from these, biological process GO terms, like cellular response to jasmonic acid stimulus, ion homeostasis, carotenoid, isoprenoid and tertraterpenoid metabolic process were significantly enriched in genes up-regulated in leaf (Fig. 3D). Likewise, response to jasmonic acid stimulus was also significantly enriched in up-regulated genes of root. Thus, supporting the previous remarks that plant hormone jasmonic acid is one of the main drivers of TIA synthesis in *C. roseus* and plant secondary metabolism in general [7], [28]. Roots being an underground tissue is subjected to various biotic stresses present in the rhizosphere. GO terms like response to stress, response to biotic stimulus, defense response and response to fungus were significantly enriched in up-regulated root genes under biological process category. Regulation of transcription, cellular amino-acid derivative metabolic process, jasmonic acid biosynthesis, response to chemical stimulus, response to endogenous stimulus and response to salicylic acid were few other biological process GO terms, which were significantly enriched in up-regulated genes of roots (Fig. S7B).

### Expression profiling and validation of genes involved in TIA pathway

For expression analysis, we mapped the short reads of individual sample from our study and previous study [16] onto our *C. roseus* transcriptome and analyzed expression profile using DESeq software. Complete expression analysis of genes is available at Catharanthus Transcriptome Sequence web page. This resource can be utilized by researchers to look for expression profile of their gene(s) of interest. *C. roseus* (L.) var. Prabal is well known for its high alkaloid content [29] and we were interested in expression analysis of important alkaloids (TIA) biosynthesis pathway genes. We used CathaCyc database [17] for the analysis of these pathways. The common precursor of TIAs, strictosidine, is the central intermediate formed by the coupling of tryptamine (shikimate pathway) and monoterpene secologanin (methyl erythritol phosphate pathway) as shown in Fig. 4A. The alkaloid, vinblastine, is synthesized by coupling of vindoline and catharanthine, both of which are obtained from branch-point intermediate cathenamine (Fig. 4A). We identified *C. roseus* transcripts encoding for most of the enzymes catalyzing different reactions involved in these pathways (Fig. 4A).

**Figure 4:**
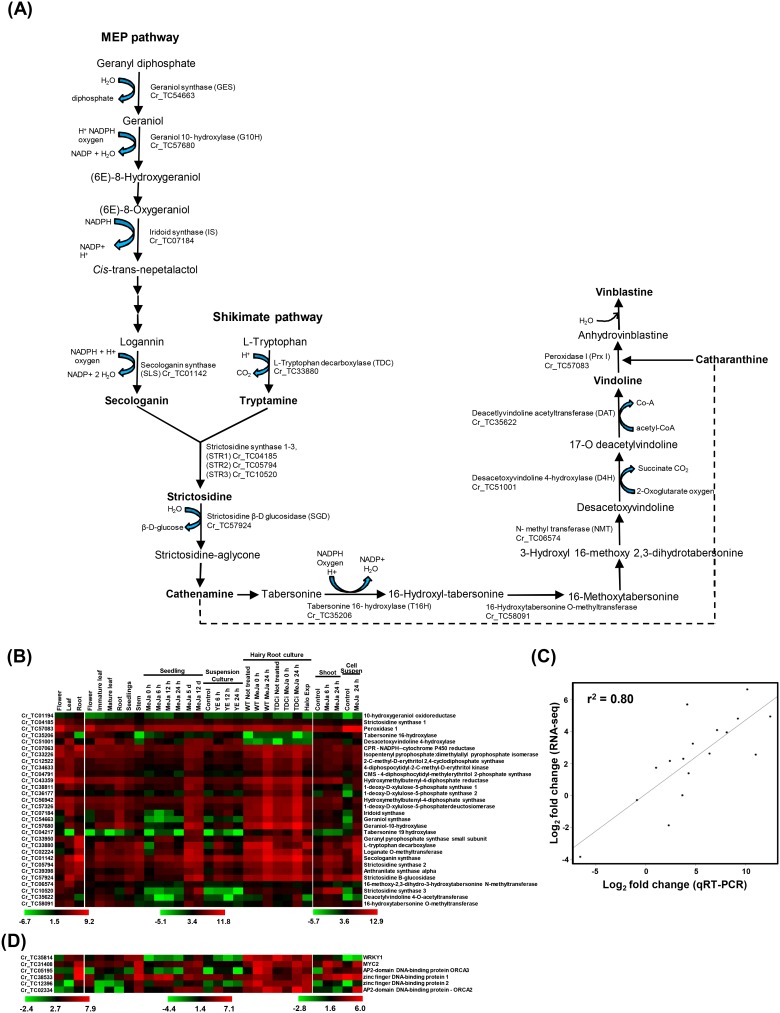
Expression patterns of transcripts involved in TIA biosynthesis. (A) Vindoline biosynthetic pathway showing important enzymes involved in different reactions. The IDs of *C. roseus* transcript encoding for the respective enzymes are also indicated. The important intermediates have been highlighted in bold font. (B) Heat-map showing expression patterns of TIA genes in different tissues and treatment. The scale at the bottom of each study represents log_2_ value of RPKM. Transcript IDs are given at left side and their putative annotation is on right side. (C) The correlation of gene expression results obtained from RNA-seq and real time RT-PCR analysis (D) Heat-map showing expression pattern of TF encoding genes in different tissues and treatment. The scale at the bottom of each study represents log_2_ value of RPKM. Transcript IDs are given at left side and their putative annotation is on right side.

We identified 30 genes well-known to be involved in TIA biosynthetic pathways. 

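All 30 genes were above 0 RPKM in at least 1 tissue, and 29 in all 3; T19H was listed at 0 in flower. A value of at least 10 RPKM in some tissue was reached by 26. The remaining 4 were 10HGO and DXS2, whose highest values were 4.34 RPKM in root and 6.83 in flower, and DAT and T19H. SLS (Cr_TC01142), which makes secologanin, was the highest, with 577 RPKM in root, rank 40 of the 59220 transcripts there. PRX1 (Cr_TC57083), the peroxidase placed by Fig. 4A at the coupling of vindoline and catharanthine, led in flower with 270.2 RPKM (rank 139). In leaf the leading gene was HDR (Cr_TC43359), the last enzyme of the MEP pathway, at 206 RPKM (rank 180). The identifiers of 11 of these genes were read from the picture of Fig. 4B alone, and each was kept only where its values fitted the colours.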

The BLAST analysis showed that all of these genes were conserved in the sequenced genomes from Asterid clade (tomato and potato) and Arabidopsis at the protein level. However, only 17 (∼57%) and 22 (∼73%) of them exhibited significant similarity with annotated coding region sequences of Arabidopsis and Asterids (tomato and potato), respectively, at the nucleotide level. Further, we analyzed the expression of TIA biosynthetic pathway genes using RNA-Seq data in different tissue samples and treatments reported in our study and previous studies [16], [17]. As shown in the Fig. 4B, majority of the genes of TIA pathway were up-regulated in leaf and root tissues implying that these alkaloids are synthesized mainly in leaves and roots. 

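The highest value stood in leaf for 14 of the 30 TIA genes, in root for 9 and in flower for 7. With no minimum value, 11 genes in leaf and 13 in root were at least 2-fold above flower on the log2(RPKM + 1) scale, 8 of them in both. At least 2-fold lower were 4 in leaf and 10 in root. With the larger value at least 10 RPKM, 8 were higher and 9 lower in root. Left out by that minimum were 10HGO, IS, GES, G10H and T19H among the higher and DAT among the lower. The groups differed. All 8 genes counted under the iridoid branch, which builds secologanin, were at least 2-fold higher in root with no minimum value, and 4 were in leaf. CPR, a reductase serving cytochrome P450 enzymes, is counted among the 8. LAMT lay just under the line in leaf, at 0.99. GPPS (Cr_TC33950) had 19.3 RPKM in flower, 13.5 in leaf and 205 in root, whereas IS (Cr_TC07184) had 2.19 in flower, 65.9 in leaf and 9.06 in root. Both indole-branch genes were higher in both tissues, ASA (Cr_TC39398) with log2 fold changes of 1.62 in leaf and 2.82 in root. Of the 9 MEP pathway genes, which supply the terpenoid precursors, 1 was at least 2-fold higher in leaf (DXS1, log2 fold change 1.87) and none in root, where CMS (-2.06), DXR (-1.69) and HDR (-1.16) were lower; HDR stood at -0.80 with a common upper quartile and -0.93 by the median ratio, within 2-fold. STR1 (Cr_TC04185), a strictosidine synthase, was highest in flower at 34.8 RPKM, with 18.4 in leaf and 8.31 in root, while STR2 (Cr_TC05794) was highest in root at 90.8 RPKM, with 36.3 in leaf and 17.5 in flower. With a pseudocount of 10, the counts in root became 8 higher and 6 lower, with 4 of the 8 iridoid genes higher. The other iridoid genes, 10HGO, IS, GES and G10H, were under 10 RPKM in root and flower and so could not reach 2-fold with it. In leaf, GES and the indole gene TDC no longer reached 2-fold. The paper describes most of these genes as up in leaf and root, and from this proposes that the alkaloids are made mainly there. In the values here, leaf was above flower at any size for 21 of the 30 genes, but root for 14.

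**Figure D2:**
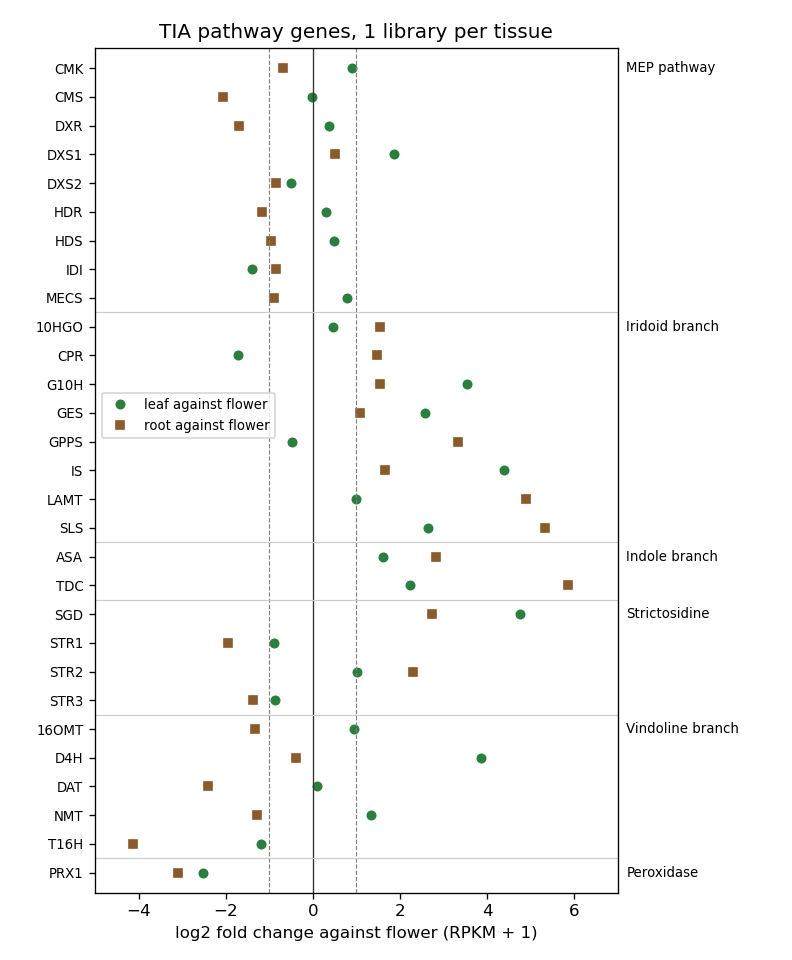
Log2 fold change against flower on the log2(RPKM + 1) scale (x axis) of 29 TIA genes in leaf (circles) and root (squares), by branch of the pathway; T19H, listed at 0 in flower, is left out, and dashed lines mark 2-fold. The squares of the iridoid and indole branches all lie to the right of the 2-fold line, and those of the vindoline branch lie to the left of 0.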

Similar pattern of expression is also visible in developmental tissues used in the study by Gongora-Castillo et al. [16]. Both leaf and root tissues share more or less a common gene expression pattern for most TIA pathway genes, except for tabersonine 16-hydroxylase (Cr_TC35206) and deacetylvindoline 4-O-acetyltransferase (Cr_TC35622), which are highly down-regulated in roots and tabersonine 19-hydroxylase (Cr_TC04217), which is highly down-regulated in leaves (Fig. 4B). 

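T16H (Cr_TC35206), which hydroxylates tabersonine at the start of the vindoline branch, had 17.3 RPKM in flower, 7.01 in leaf and 0.04 in root, a ratio of 432 between flower and root. For DAT (Cr_TC35622), the last enzyme of vindoline synthesis, the values were 6.29 RPKM in flower, 6.85 in leaf and 0.37 in root, so that flower exceeded root 17.0-fold while leaf and flower differed 1.09-fold. T19H (Cr_TC04217) was listed at 0.01 RPKM in leaf and at 0 in flower. Between leaf and root, 26 of the 30 TIA genes differed at least 2-fold on the log2(RPKM + 1) scale. The values of T16H and T19H below 0.1 RPKM rest on few reads, whose number was not worked out.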

Apart from tabersonine 16-hydroxylase and deacetylvindoline 4-O-acetyltransferase, decreased expression of desacetoxyvindoline 4-hydroxylase was seen in root and hairy root cultures (Fig. 4B). 

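D4H (Cr_TC51001), which hydroxylates desacetoxyvindoline, had 63.2 RPKM in leaf, 3.45 in flower and 2.39 in root. Leaf exceeded root 26.4-fold, whereas flower exceeded root 1.44-fold. All 5 vindoline-branch genes were at least 2-fold lower in root than in leaf, and 4 of them, all but D4H, were at least 2-fold lower in root than in flower. 16OMT (Cr_TC58091), which methylates 16-hydroxytabersonine, had 20.2 RPKM in leaf, 10.1 in flower and 3.44 in root. Several of these values are low, and with a pseudocount of 10 the counts fell to 3 of 5 against leaf and 1 of 5 against flower. With that pseudocount a larger value under 10 RPKM cannot reach 2-fold whatever the ratio. T16H and DAT therefore had to drop out against leaf, and DAT against flower.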

Down-regulation of these enzymes in root tissues and hairy root cultures is in agreement with previous studies [8], [30], as they participate in terminal reactions for vindoline biosynthesis, which is restricted to aerial tissues. On the other hand, tabersonine 19-hydroxylase, which was found to be up-regulated in roots, further endorses previous finding that it helps to operate an alternate mechanism for tabersonine metabolism in roots by side-chain hydroxylation [31].

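In root T19H reached 8.96 RPKM, rank 9334 of the 59220 transcripts there, against a rank of 44326 in leaf. The ratio of root to leaf was 896, but it is rough, since the leaf value of 0.01 RPKM is the smallest step of the values. No ratio to flower can be given because T19H is listed at 0 there. The log2 fold change of T19H in leaf against root was -3.30 with a pseudocount of 1 and -0.92 with a pseudocount of 10. A larger value under 10 RPKM stays within 2-fold with the latter whatever the ratio.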

Gene expression analysis using RNA-seq data revealed that many of the genes involved in TIA pathway were differentially expressed in root and leaf tissues. 

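Between leaf and root, 17 of the 30 TIA genes were at least 2-fold higher in leaf, 9 were at least 2-fold higher in root and 4 lay between. Leaf was at least 2-fold higher for 7 of the 9 MEP pathway genes, with DXR at a log2 fold change of 2.07 and CMS at 2.04, but for 4 of 9 with libraries scaled to a common upper quartile. Of the 8 iridoid genes, 3 were higher in leaf, IS (2.73), G10H (2.01) and GES (1.499), and 5 in root, LAMT (-3.90), GPPS (-3.83), SLS (-2.70), 10HGO (-1.07) and CPR. TDC, which makes tryptamine, was higher in root (-3.63). SGD (Cr_TC57924), which removes glucose from strictosidine, had 139.8 RPKM in leaf and 33.8 in root. Within 2-fold in leaf and root were PRX1, IDI, DXS2 and STR3, although IDI was past it, higher in root, with a common upper quartile. With a pseudocount of 10, 19 of the 30 genes were at least 2-fold apart, with GES and 10HGO among those no longer so.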

To validate these findings, quantitative RT-PCR was performed for at least 10 genes of TIA pathway detected to be differentially expressed in root and leaf tissues. Real-time RT-PCR analysis revealed similar expression patterns of all the selected genes as observed in RNA-seq data. Moreover, the statistical analysis also showed a very good correspondence (correlation coefficient of 0.80) among the results of real time RT-PCR and RNA-seq data analysis as shown in Fig. 4C.

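On the log2(RPKM + 1) scale, 6 of the 10 transcripts chosen for RT-PCR were at least 2-fold higher in leaf than in flower and 1, CPR, was lower. In root 8 were higher and 1, DAT, was lower. LAMT lay just under the line in leaf, at 0.99, and 7 were higher there with a pseudocount of 0.1 or with the same total. TDC (Cr_TC33880) had 2.29 RPKM in flower, 14.5 in leaf and 191 in root. LAMT (Cr_TC02224), which methylates loganate, had 1.2 RPKM in flower, 3.37 in leaf and 64.1 in root. For G10H (Cr_TC57680), which hydroxylates geraniol, the values were 2.16 RPKM in flower, 35.8 in leaf and 8.14 in root. The median log2 fold change of the 10 was 2.44 in leaf and 2.19 in root, above all of 10000 random lists of 10 transcripts matched on mean value (percentile 100 in both), whose central 95% ran from -1.09 to 0.69 in leaf and from -1.02 to 0.69 in root. The genes had been chosen by the study on these libraries because they differed, so this is not independent evidence. With a pseudocount of 10 the medians were 1.45 in leaf and 1.498 in root, with 5 genes higher in leaf, 6 in root and none lower in root. Actin (Cr_TC35401), the internal control of the RT-PCR, had 55.1 RPKM in flower, 1.17 in leaf and 70.7 in root.

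**Figure D3:**
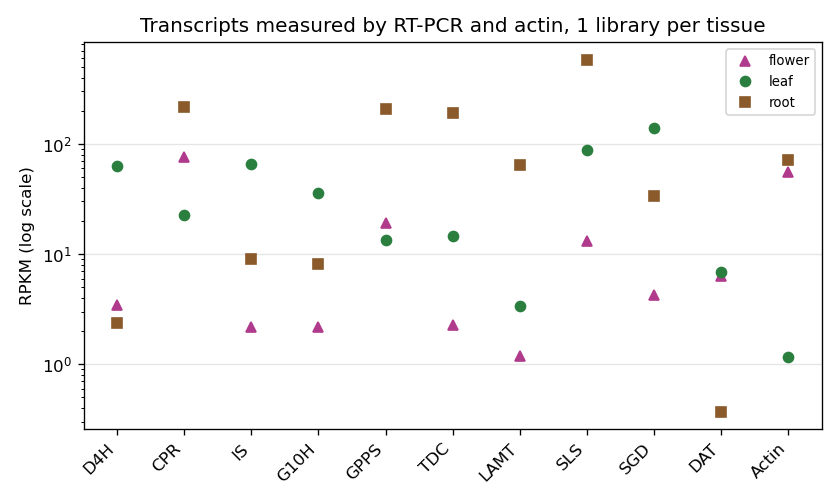
RPKM (y axis, log scale) of the 10 transcripts measured by RT-PCR and of actin in flower (triangles), leaf (circles) and root (squares), 1 library per tissue. Actin lies at 55.1 RPKM in flower and 70.7 in root and at 1.17 in leaf.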

Suspension culture supplemented with yeast extract does not seem to be an attractive approach for TIA production due to lower gene expression as seen in gene expression profile (Fig. 4B). On the other hand, seedlings treated with MeJa showed increased expression, after exposure for longer duration i.e. 5 and 12 days. Expression of TIA genes was relatively higher in hairy root cultures, however it escalated when subjected to MeJa treatment (Fig. 4B). Expression profiling of TFs known to be involved in TIA pathway across different tissues and treatments revealed that their expression is highly up-regulated in hairy root culture, stem and root (Fig. 4D). 

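With no minimum value, all 6 regulators of Fig. 4D were at least 2-fold higher in root than in flower on the log2(RPKM + 1) scale. This held as deposited and under each of the 3 other scalings. With a pseudocount of 10 it held for 5, all but ORCA2, whose values, all under 10 RPKM, cannot reach 2-fold with it. ORCA3 (Cr_TC05195), an activator of TIA genes, had 2.00 RPKM in flower, 2.27 in leaf and 201.6 in root. ZCT1 (Cr_TC38533), a zinc finger repressor, had 25.1 RPKM in flower, 4.04 in leaf and 229 in root, and ZCT2 (Cr_TC12396) had 2.49, 0.20 and 21.0 RPKM. MYC2 (Cr_TC31408) reached 81.2 RPKM in root against 18.1 in flower and 11.3 in leaf. In leaf, WRKY1 (Cr_TC35814) alone was at least 2-fold higher than in flower, with 27.5 RPKM against 2.1, while ZCT1 and ZCT2 were lower; with a pseudocount of 0.1 ORCA2 was at least 2-fold higher too, and with 10 ZCT2 was no longer 2-fold lower. ORCA2 (Cr_TC02334) was low in all 3 tissues, with 5.68 RPKM in root, 1.87 in leaf and 0.81 in flower. Hairy root cultures and stem were not analysed here.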

Similar to earlier observations, there was a growth related decrease in TIA transcripts in *C. roseus* and accumulation of bisindole alkaloid content depends on tissue maturity [8], [30], [32], we also found that the expression of TIA genes diminished in the mature leaf tissue.

## Discussion

*C. roseus* is widely known for its pharmaceutical potential and has become one of the extensively studied medicinal plants. It is considered to be single biological source of the anti-cancer compounds, vinblastine and vincristine [2], [33]. Although many good efforts have been made to elucidate the complete pathway of TIA biosynthesis, but few complex steps and intermediate compounds are still unknown. Transcriptome studies, with the advent of next generation sequencing technologies, can help addressing few of these problems via gene discovery. Here, we performed high-throughput sequencing of transcriptome from different tissues of *C. roseus* and used short read assembly tools (Velvet, Oases and ABySS) for *de novo* assembly optimization. A two-step strategy involving merging of best k-mer assembly (from out data) with earlier reported MPGR assembly [16] was employed to obtain a robust *C. roseus* transcriptome.

Based upon various parameters [18], assembly generated from Oases at k-mer length of 57 taking NR short reads was considered to be the best. This is in agreement with a previous study by Ghangal et al. [34] who also reported that assembly generated from NR reads was better than total reads. Merging of best k-mer assembly (NR-Oases-k-57) with MPGR assembly using TGICL further improved the assembly assessment parameters, such as N50 length (2115 bp), average transcript length (1283 bp) and sequence similarity with closely related species. As sequence similarity also marks the completeness of the transcriptome, 77% of the known full-length *C. roseus* proteins were found to be present in our *C. roseus* transcriptome. We also found all the previously reported [17] genes involved in TIA bio-synthesis (30 genes) represented in our assembled transcriptome. The presence of already reported important alkaloid biosynthetic genes and full-length proteins marks the quality of *C. roseus* transcriptome. Moreover, BLAST analysis with earlier transcriptome sequences of *C. roseus* [16], [17] and other related plant proteome and transcriptome sequences revealed a better transcriptome assembly presented in our study.

For comprehensive annotation, *C. roseus* transcriptome was subjected to similarity search against various known protein databases. We were able to annotate about 65% of *C. roseus* transcripts. Recently discovered genes encoding geraniol synthase (GES) [35] and iridoid synthase (IS) [36], known to be involved in biosynthesis of secologanin (a monoterpenoid alkaloid) from geranyl pyrophosphate were also present in our *C. roseus* transcriptome. Overall, more than 56% of transcripts were classified into 25 COG categories, which is quite higher than other studies [37]–[39]. We found the category “general function prediction” to be the most represented in COG classification accounting for its need for basic physiological and metabolic functions. The GC content of *C. roseus* transcriptome was found to be very much similar to other dicot plants. Our results concord with earlier findings that there is only marginal variation in average GC content between dicots like Arabidopsis, soybean, tomato, potato, pea and tobacco [40].

Many studies have been undertaken to characterize and differentiate different *C. roseus* cultivars using various molecular markers, such as AFLP [41], [42], RAPD [41], [43], ISSR [42] and SSRs [44]–[46]. Microsatellites are co-dominant molecular markers used for marker-assisted selection studies and their identification from high-throughput transcriptome studies have been reported in large number of plant species. A total of 11620 SSRs of 2–6 nucleotides were predicted in *C. roseus* transcripts with di-nucleotides repeats being most abundant followed by tri-nucleotide repeat. This is in accordance with previous studies on *C. roseus*, who also observed more di-nucleotide repeats than tri-nucleotide repeats in the EST datasets [46]. The availability of a large number of SSRs with primer sequences can help large-scale genotyping studies for various applications. Existence of genetic diversity in *C. roseus* have been demonstrated by developing STMS markers [44], [45]. Thus, availability of transcriptome for screening of SSRs hold an immense potential for high-throughput genotyping applications in *C. roseus*.

TFs are key regulators that can alter the gene expression of several target genes, thereby can regulate metabolic flux. Members of some TF families, such as MYB, AP2-EREBP, WRKY, MYB-related and bHLH, are known to regulate secondary metabolism in plants [47]–[49]. Members of the plant-specific AP2-EREBP TF family, namely octadecanoid-derivative responsive Catharanthus AP2-domain protein (ORCA2 and ORCA3), which are known to activate expression of several genes (enzymes) involved in TIA biosynthesis, were identified in our *C. roseus* transcriptome. Recently, Suttipanta et al. [48] characterized CrWRKY1 and reported its involvement in the transcriptional regulation of TIA pathway in *C. roseus*. Apart from AP2-domain and WRKY proteins, we also found MYC2, zinc-finger DNA binding protein 1 and 2 in the *C. roseus* transcriptome, which were reported by Van Moerkercke et al. [17] to be involved in regulation of TIA biosynthesis.

Digital expression profiling, a powerful and efficient approach for *in-silico* analysis of gene expression, was employed to determine the expression of genes involved in TIA biosynthesis. When compared with flower, genes involved in TIA biosynthesis were highly active in leaf and root tissues. Except few genes, majority of the TIA pathway genes were up-regulated in leaves and roots, which are the prime source of anticancer and antihypertensive alkaloids, respectively. Our study further confirms previous findings that some of the enzymes involved in late reactions of vindoline biosynthesis are not expressed in cell cultures or in tissues unable to produce vindoline [50], [51]. As reported earlier by Goklany et al. [52], TIA pathway genes are up-regulated in hairy root cultures elicited with MeJa [9], [53], we also observed an increase in gene expression of TIA pathway genes in MeJa induced hairy root cultures. Elicitor, like MeJa are compounds, which induce plant stress response and thereby increasing gene expression and alkaloid biosynthesis. Looking at overall digital expression profiling of TIA pathway genes, we conclude that expression of genes are dependent on plant maturity and are highly expressed in MeJa-elicited hairy root cultures. Nearly equal number of genes were differentially expressed in leaf and roots. Enrichment of GO terms, performed on differentially expressed genes showed that photosynthesis related genes were up-regulated in leaves. GO terms, like jasmonic acid biosynthesis, response to jasmonic acid stimulus, isoprenoid and tetraprenoid metabolic process were also enriched in differentially expressed genes. This further adds on to the findings that MeJa induces expression of TIA pathway genes.

In conclusion, we assembled and annotated *C. roseus* transcriptome. Many transcripts harboring microsatellite repeats were identified, which can be used for marker-assisted breeding in *C. roseus*. Differential gene expression and GO enrichment analyses revealed the enrichment of genes involved in secondary metabolite production in leaf tissues, which is the prime source of bisindole alkaloids. Further, expression profiling of TIA genes determined that vindoline exclusively accumulates in aerial tissue of *C. roseus* and exposure to MeJa increases its production. However, deeper understanding of regulatory network governing TIA biosynthesis could help in successful metabolic engineering of alkaloid biosynthesis. The transcriptome resource generated in this study can facilitate understanding of regulatory and metabolic pathways underlying the biosynthesis of alkaloids.

## Materials and Methods

### RNA isolation, sequencing and quality filtering

Leaf, root and flower tissues of *C. roseus* L. var. Prabal were harvested from the adult plants grown in field. The tissues were harvested from the plants grown under natural environmental conditions in the experimentation field (28°31′55.3′′N 77°09′54.9′′E) of the National Institute of Plant Genome Research, New Delhi. The field experiments conducted in this study did not involve endangered or protected species and no specific permission was required for these location/activities. The tissues were snap frozen in liquid nitrogen and stored in −80°C until further use. RNA was isolated from tissue samples using TRI reagent (Sigma Life Science, USA). Quantity and quality of RNA samples were measured using Nanodrop (Thermo Fisher Scientific) and Agilent Bioanalyzer (Agilent technologies, Singapore). Sequencing was performed using HiSeq 2000 platform generating paired-end reads of 100 bp length. Stringent quality check was performed on short read datasets by using NGS QC Toolkit v2.3 [54] to remove the low quality reads and those having primer/adaptor contamination. Duplicate reads from the dataset were removed using CLC Genomic Workbench (v4.7.2, http://maq.sourceforge.net/index.shtml) to obtain NR dataset.

### *De novo* short read assembly and validation

*De novo* transcriptome assembly was performed by using three commonly used short read assemblers, Velvet (v1.2.01) [55], Oases (v0.2.04) [56] and ABySS (v1.2.6) [57]. All the three assemblers used in this study were run at different k-mer lengths, ranging from 31–95. We employed a two-step approach, the best k-mer assembly obtained from different assemblers was merged with MPGR *C. roseus* transcriptome [16] and subjected to second round of assembly using TGICL (v2.0) [58] with minimum and maximum overlap length of 40 and 90, respectively. Various assembly parameters kept in consideration for marking the best assembly has been described previously by Garg et al. [18]. GC content analysis was done using in-house perl script. To validate the quality of assembled transcriptome, we performed simple and reciprocal BLAST searches at an *E*-value cut-off of ≤1e-05 for identification of best significant match. The proteome sequences of tomato, potato, cucumber, grapevine and Arabidopsis were downloaded from phytozome v9.1 (www.phytozome.net) and transcriptome sequences of alkaloid producing plants (*A. belladonna*, *C. acuminata*, *C. sativa*, *R. serpentine*, *R. officinalis* and *V. officinalis*) were downloaded from Medicinal plant genomics resource (www.medicinalplantgenomics.msu.edu).

### Functional annotation

One of the most common approach for annotating transcriptome assembly is similarity search via BLAST. *C. roseus* transcripts were searched against TAIR10 proteome, Uniref90, Uniref100 and non-redundant protein (NCBI-nr) data sets at an *E*-value cut-off of ≤1e-05 for identification of best significant match. GOSlim terms for molecular function, biological process and cellular component were assigned to each *C. roseus* transcripts on the basis of their best match Arabidopsis protein. Similarity search against COG database classified *C. roseus* transcripts among different categories of COG classification system. To look for the genes involved in various pathways, assignment of KEGG Orthology (KO) terms and KEGG pathway construction was performed using KAAS (KEGG Automatic Annotation Server) [59] at default parameters.

### Read mapping and gene expression analysis

For gene expression analysis, high-quality short reads were mapped on to *C. roseus* transcriptome assembly using RNA-seq analysis utility of CLC Genomics Workbench. A maximum of two mismatches were permitted for alignments. Unique read counts for each tissue sample were normalized by calculating the read per kilo-base per million (RPKM) for each transcript. DESeq (v1.10.1) [24], a software of R package, was used for differential gene expression analysis. It measures gene expression based on the negative binomial distribution with variance and mean linked by local regression. We calculated the size factor for each sample for normalization of read count data using DESeq. A p-value cut-off of ≤0.05 and at least two-fold change in gene expression was used to identify differentially expressed genes. RPKM values were log_2_ transformed and heat-map showing expression profiles for genes involved in TIA pathway were generated using MultiExperiment Viewer (MeV, v4.8). Hierarchical clustering was performed using Pearson correlation metrics and average linkage rule using MeV.

### Real-time PCR analysis

For real-time PCR analysis, gene-specific primers (Table S4) were designed using Primer Express (v3.0) software (Applied Biosystems, USA). Actin was used as an internal control. At least three independent biological replicates with three technical replicates of each biological replicate for each tissue sample were used for analysis. Real-time PCR reactions were carried out essentially following the protocol described previously [60]. The correlation between expression profiles of selected genes obtained from real-time RT-PCR and RNA-seq data analysis was determined in R program.

### Identification of SSR and transcription factors

*C. roseus* transcriptome was screened for the presence of microsatellites (SSRs) using MISA [61]. The number of repeating units considered in this study was, six for di-nucleotides, and five for tri-, tetra-, penta- and hexa-nucleotides. We did not consider mono-nucleotide repeats in this study. Primers for all the identified SSRs were designed using BatchPrimer3 v1.0 (probes.pw.usda.gov/batchprimer3). TFs encoding *C. roseus* transcripts were identified based on the Hidden Markov Model (HMM) profile search of conserved domain present in each TF family as described earlier [18].

### GO enrichment analysis

For GO enrichment analysis, similarity search (BLASTX) was carried out against Arabidopsis proteome and the best hit corresponding to each *C. roseus* transcripts was identified. GO enrichment of different sets of genes was performed using BiNGO tool [62] as described previously [63].

## Supporting Information

Figure S1 **Number of** ***C. roseus*** **transcripts showing significant similarity with proteome/transcriptome sequences of closely related/alkaloid producing plants.**
(PDF)

Figure S2 **Reciprocal BLAST analysis of** ***C. roseus*** **transcripts showing number of orthologous genes in closely related plant species.**
(PDF)

Figure S3 **Length distribution of transcripts in the** ***C. roseus*** **transcriptome.**
(PDF)

Figure S4 **GC content distribution in the** ***C. roseus*** **and** ***A. thaliana*** **transcripts.**
(PDF)

Figure S5 **Functional annotation of** ***C. roseus*** **transcripts.** (A) GOSlim term assignment to the *C. roseus* transcripts in different categories of biological process, molecular function and cellular component. (B) COG function classification of *C. roseus* transcripts.
(PDF)

Figure S6 **Heat-map showing expression patterns of differentially up-regulated genes in different tissues of** ***C. roseus*** **analyzed in this study.** The scale at the bottom represents log_2_ fold change.
(PDF)

Figure S7 **Graphical view showing biological process gene ontology term enrichment in up-regulated genes in (A) leaf and (B) root.** The GO enrichment was performed using BiNGO. Node size is proportional to the number of genes in each category and shades represent the scale denoting significance level (white- no significant difference).
(PDF)

Table S1 Quality control and duplicate read removal statistics of *C. roseus* libraries.
(PDF)

Table S2 *De novo* assembly statistics by different assemblers at different k-mer length using total high-quality reads (a) Velvet (b) Oases (c) ABySS.
(PDF)

Table S3 *De novo* assembly statistics by different assemblers at different k-mer length using NR high-quality reads (a) Velvet (b) Oases (c) ABySS.
(PDF)

Table S4 Primer sequences used for real-time PCR analysis.
(PDF)

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583

Fig S1. Number of *C. roseus* transcripts showing significant similarity with proteome/transcriptome sequences of closely related/alkaloid producing plants.

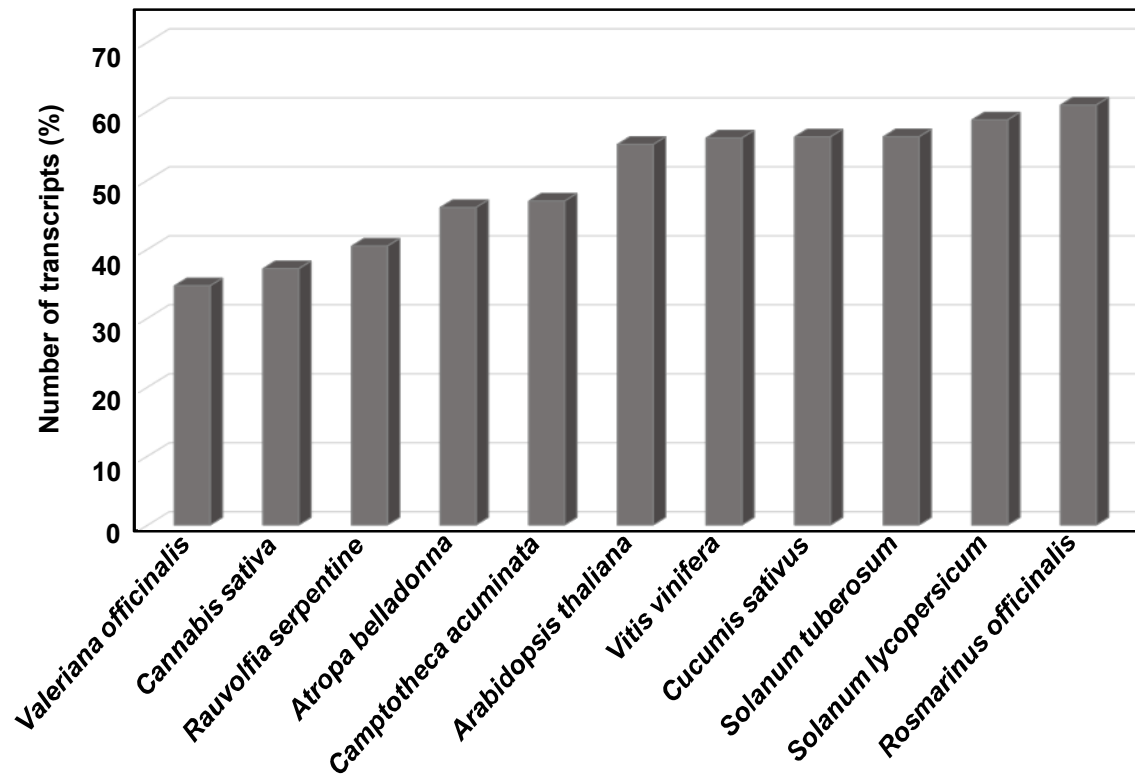

**Supplement:** Figure S1 — Number of C. roseus transcripts showing significant similarity with proteome/transcriptome sequences of closely related/alkaloid producing plants.

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583

Fig S2. Reciprocal BLAST analysis of *C. roseus* showing number of orthologous genes in closely related plant species.

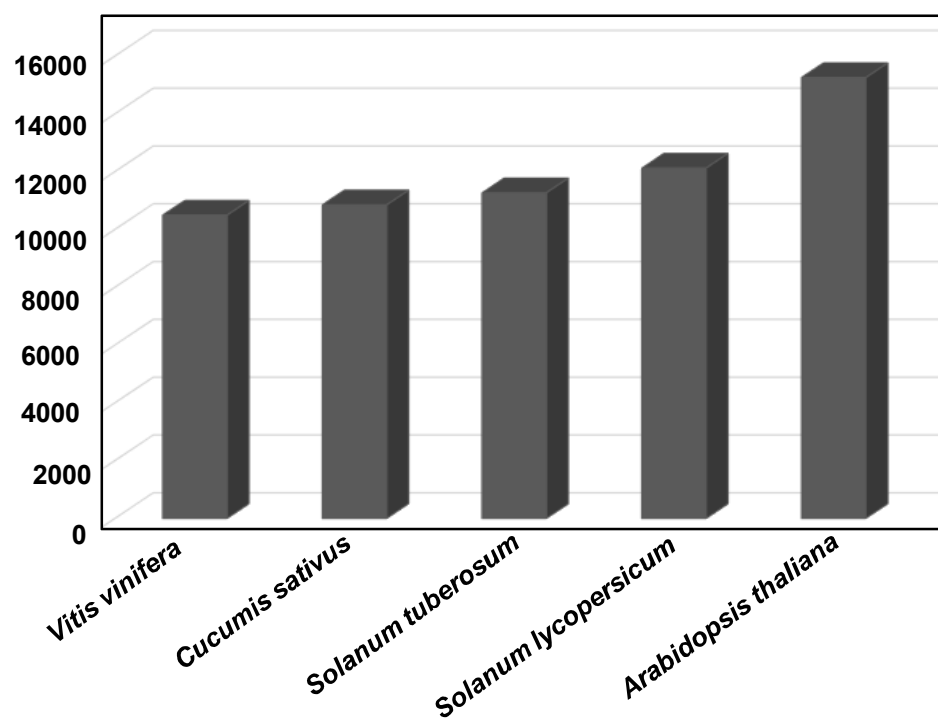

**Supplement:** Figure S2 — Reciprocal BLAST analysis of C. roseus transcripts showing number of orthologous genes in closely related plant species.

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583

Fig S5. Functional annotation of *C. roseus* transcripts. (A) GOSlim term assignment to the *C. roseus* transcripts in different categories of biological process, molecular function and cellular component. (B) COG function classification of *C. roseus* transcripts.

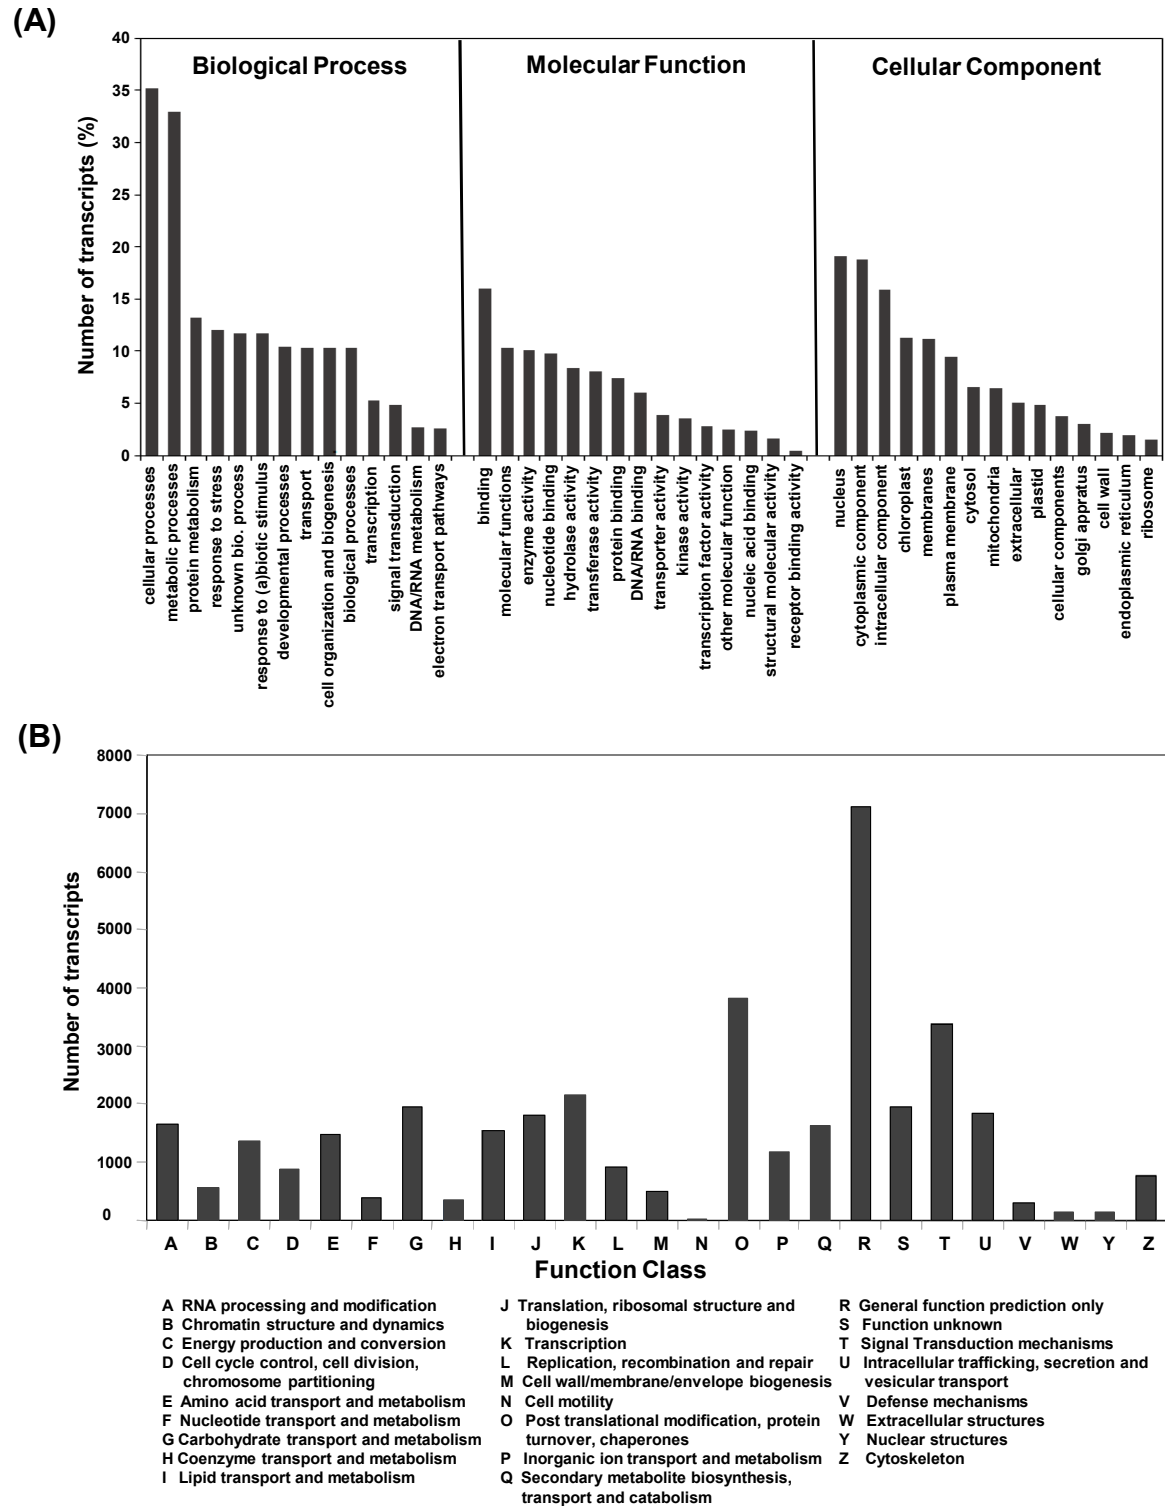

**Supplement:** Figure S5 — Functional annotation of C. roseus transcripts. (A) GOSlim term assignment to the C. roseus transcripts in different categories of biological process, molecular function and cellular component. (B) COG function classification of C. roseus transcripts.

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583

Fig. S6. Heat map showing expression patterns of differentially up-regulated genes in different tissues of *C. roseus* analyzed in this study. The scale at the bottom represents $\log_2$ fold change.

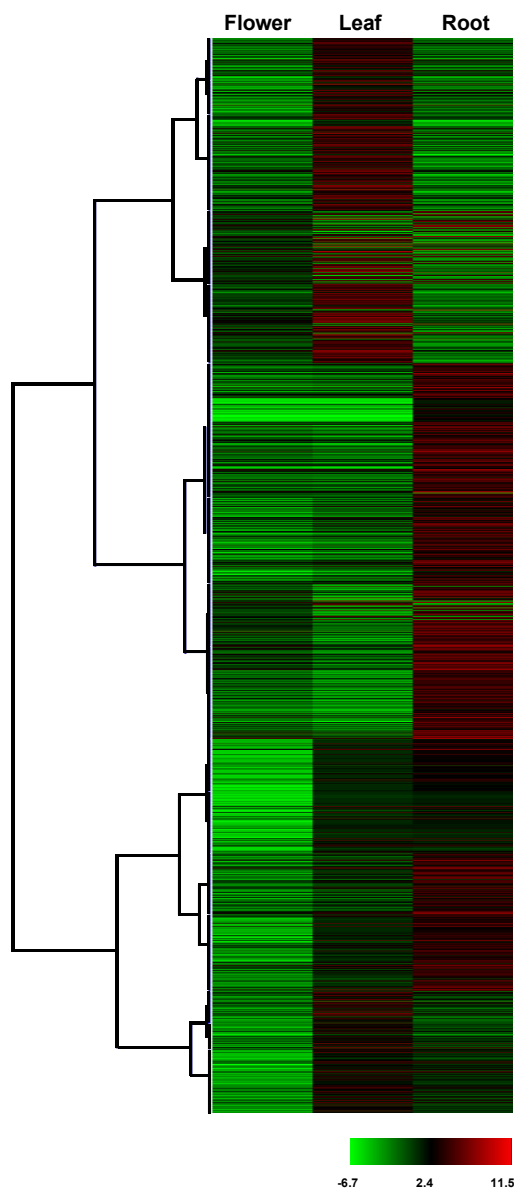

**Supplement:** Figure S6 — Heat-map showing expression patterns of differentially up-regulated genes in different tissues of C. roseus analyzed in this study. The scale at the bottom represents log2 fold change.

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583
**Supplement:** Table S1 — Quality control and duplicate read removal statistics of C. roseus libraries.

Table S1: Quality control and duplicate read removal statistics of *C. roseus* libraries.

**Tissue samples**	**Total reads**	**High quality reads¹<br>(Total reads)**	**High quality reads²<br>(Non-redundant reads)**
**Leaf**	119566382	118316318	79025564
**Flower**	116361304	115092434	78728416
**Root**	111305576	109975332	72961718
**Total**	347233262	343384084	230715698

¹High quality reads obtained after filtering using NGS QC tool kit.

²High quality non-redundant reads (after removal of duplicate reads)

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583
**Supplement:** Table S2 — De novo assembly statistics by different assemblers at different k-mer length using total high-quality reads (a) Velvet (b) Oases (c) ABySS.

Table S2: *De novo* assembly statistics by different assemblers at different k-mer length using total high-quality reads

(A) Velvet

	**K_35**	**K_39**	**K_43**	**K_51**	**K_55**	**K_57**	**K_59**	**K_61**	**K_65**	**K_69**	**K_75**	**K_89**	**K_93**	**K_95**
**Number of contigs**	483493	471545	442626	445123	374482	344569	317569	290418	237720	197921	146582	57353	39010	30453
**Total size (Mb)**	92.69	93.19	91.59	93.53	88.00	84.91	81.97	78.87	72.26	66.29	57.08	34.02	25.38	18.99
**Minimum length (bp)**	100	100	100	101	109	113	117	121	129	137	149	177	185	189
**Maximum length (bp)**	2890	3060	3064	5366	6542	8657	8358	11923	11924	9511	11337	13745	10893	7142
**Average length (bp)**	191.71	197.64	206.93	210.14	235.00	246.44	258.12	271.58	304.0	334.95	389.46	593.20	650.73	623.82
**N50 length (bp)**	185	193	205	238	272	287	303	321	362	403	472	799	848	745

(B) Oases

	**K_31**	**K_35**	**K_39**	**K_43**	**K_51**	**K_55**	**K_57**	**K_59**	**K_61**	**K_65**
**Number of contigs**	296098	269768	241269	213235	163979	146525	138587	133289	128716	118132
**Total size (Mb)**	178.22	177.30	179.99	151.09	176.93	179.19	175.48	170.68	165.01	151.25
**Minimum length (bp)**	100	100	100	100	100	100	100	100	100	100
**Maximum length (bp)**	35537	22926	18370	23799	19103	17112	17881	17112	17071	17034
**Average length (bp)**	601.92	657.25	746.03	849.29	1079.03	1222.99	839.00	866.00	1281.99	1280.41
**N50 length (bp)**	1238	1347	1537	1706	1867	2133	2194	2190	2161	2099

(C) ABySS

	**K_63**	**K_65**	**K_77**	**K_83**	**K_85**	**K_87**	**K_89**	**K_93**
**Number of contigs**	349522	330402	216379	166405	148636	133650	115571	83324
**Total size (Mb)**	136.59	134.29	107.42	88.58	80.79	72.78	63.95	45.17
**Minimum length (bp)**	100	100	100	100	100	100	100	100
**Maximum length (bp)**	15324	15324	14839	15578	15524	15524	15389	15611
**Average length (bp)**	390.79	406.47	496.49	532.35	543.60	544.56	553.42	542.19
**N50 length (bp)**	750	766	925	1024	1061	1087	1127	1155

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583
**Supplement:** Table S3 — De novo assembly statistics by different assemblers at different k-mer length using NR high-quality reads (a) Velvet (b) Oases (c) ABySS.

Table S3. *De novo* assembly statistics by different assemblers at different k-mer length using NR high-quality reads.

(A) Velvet

	**K_31**	**K_35**	**K_39**	**K_43**	**K_51**	**K_55**	**K_57**	**K_59**	**K_61**	**K_65**	**K_69**	**K_75**	**K_89**	**K_93**	**K_95**
**Number of contigs**	500170	480499	468253	439096	408330	343218	314713	287008	260789	213855	177620	134574	56021	39276	30848
**Total size (Mb)**	92.45	92.36	92.86	91.30	90.00	84.79	81.77	78.67	75.56	69.49	63.83	55.61	34.00	25.62	19.22
**Minimum length (bp)**	100	100	100	100	101	109	113	117	121	129	137	149	177	185	189
**Maximum length (bp)**	2745	2889	3064	3064	5366	5784	8657	6927	11923	11924	9511	11337	15591	10913	7142
**Average length (bp)**	184.85	192.22	198.33	207.94	220.42	247.05	259.85	274.12	289.76	324.97	359.41	413.27	606.93	652.32	623.32
**N50 length (bp)**	177	186	194	207	250	286	303	321	340	383	426	494	809	841	738

(B) Oases

	**K_31**	**K_35**	**K_39**	**K_43**	**K_51**	**K_55**	**K_57**	**K_59**	**K_61**	**K_65**	**K_69**	**K_75**
**Number of contigs**	56982	56084	55560	55493	58313	54064	53017	53110	52993	52499	51197	47859
**Total size (Mb)**	54.06	53.42	54.09	54.40	55.77	52.77	51.86	51.35	50.90	49.74	48.04	44.62
**Minimum length (bp)**	100	100	100	100	101	105	107	109	111	115	119	125
**Maximum length (bp)**	17314	17326	16362	17052	15948	17112	17112	17112	17071	17034	15601	15441
**Average length (bp)**	948.78	952.67	973.7	980.37	956.41	976.11	978.19	966.9	960.62	947.53	938.45	932.52
**N50 length (bp)**	2061	1995	1975	1934	1718	1881	1911	1879	1851	1773	1715	1648

(C) AByss

	**K_63**	**K_65**	**K_77**	**K_83**	**K_85**	**K_87**	**K_89**	**K_93**
**Number of contigs**	145910	138938	110435	87062	78269	71190	69034	54820
**Total size (Mb)**	91.36	89.48	80.12	68.04	62.92	57.62	53.68	37.49
**Minimum length (bp)**	100	100	100	100	100	100	100	100
**Maximum length (bp)**	15473	15697	15577	15581	15524	15524	15633	15611
**Average length (bp)**	626.18	644.08	725.53	781.55	803.97	809.47	777.63	683.94
**N50 length (bp)**	1202	1218	1279	1350	1387	1400	1379	1298

# Supplementary material for: Transcriptome Analysis of Catharanthus roseus for Gene Discovery and Expression Profiling
**Source:** PLoS One. 2014 Jul 29;9(7):e103583. doi: 10.1371/journal.pone.0103583
**Supplement:** Table S4 — Primer sequences used for real-time PCR analysis.

Table S4. Primer sequences used for real-time PCR analysis.

**Transcript ID**	**Forward Primer**	**Reverse Primer**
**Cr_TC35622**	TGGAGTACTGGAAATGGCAAAGA	CCACGGTAGCAGGGAAATCA
**Cr_TC01142**	GCAAGAGCGAGCTAGGGAAGA	TTAAGCGTTCCAATTCAGGTTTGT
**Cr_TC57924**	GTCGAAGAATGACCAAACAAAGAA	GCTAGCGTGCGAGATGCTATT
**Cr_TC33880**	CCAATTTGTCATTCCTGGGATAA	CCCGAACCACTTGACGACAT
**Cr_TC02224**	GAAGCAAACCAGCACCAGAGT	TGATTCAAATACCTGGGCTTCCT
**Cr_TC07184**	ACGAAATTTGGGCAGCAGTT	CCATTTAAAAACATCCCCATTGTT
**Cr_TC51001**	TTCTGTTGCTGTTGCTTTTGGT	TCCGTACAATCTTGGCGAAAC
**Cr_TC07063**	CCAACTCAGGCCATACATTCTCA	AGACGATGACCAGTGCATTGAA
**Cr_TC33950**	GATCTTTCTCCTACTACTCCTCGTCAA	GTTAGCCCAAGAATTCGATTTCA
**Cr_TC57680**	TTGGTACAGCACGCAAAGGAT	ATTTGGATATGGAGGAGAAGTTTGG
**Cr_TC35401<br>(Actin)**	CCATCTCCAGAGTCCAGAACAAT	CCATTCAAGCTGTTTTATCCCTCTA

How the deposited data were processed for this re-analysis (not part of the article)

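RNA from leaf, root and flower of adult field-grown Catharanthus roseus plants (variety Prabal) was sequenced by the authors on the Illumina platform, 1 library per tissue. The 3 libraries were taken as leaf, root and flower from the sample labels, which match the paper. The authors filtered the reads, removed duplicates, mapped reads onto the 59220 assembled transcripts with CLC Genomics Workbench (at most 2 mismatches), kept uniquely mapped reads and computed RPKM, reads per kilobase of transcript scaled to a common number of reads. The submitters' processing notes for the authors' files name DESeq. The authors normalized read counts with DESeq size factors for their differential expression and took a p-value of at most 0.05 and a 2-fold change.

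The deposited values are RPKM, as judged from their sums, their smallest step of 0.01 and their match to the log2 RPKM colours of Fig. 4B and 4D, although the header names base means. A count table was assumed when the comparisons were laid out before the data were examined. Whole reads were not recovered from values with 2 decimals and no transcript lengths, so the negative binomial test planned after the paper's methods was not run, and no p-value is given. The paper points to a web page for the transcript sequences. Lengths from it, which were not used here, would give approximate reads per value. Rounding the values, the fallback laid out for that test, was not used either, since RPKM divided by transcript length do not have the spread of counts. The overlap of leaf and root, planned by that test, was counted by the size rule in its place. With 1 library per tissue there is no spread between replicates either. Table S1 gives 79025564 non-redundant reads for leaf, 72961718 for root and 78728416 for flower. The depth behind a single value was not worked out.

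From the RPKM as deposited, log2 ratios of (RPKM + 1) were computed for leaf against flower, root against flower and leaf against root. Transcripts with a ratio of at least 2-fold and the larger value at least 10 RPKM were counted. Where the TIA genes, the regulators or the RT-PCR genes were counted as groups by themselves, no minimum was asked. The overlap of leaf and root against flower was set beside the product of the list sizes over the transcripts compared in both, and, as a background added after seeing the data, over all transcripts of at least 10 RPKM in some tissue, and beside 100 simulated sets of unchanged libraries that share flower. The noise of these came from the median absolute deviation between leaf and root in 20 bins of mean value. It holds real differences between the tissues too, but gives little weight to the transcripts furthest apart, so it is not a strict upper limit. The 10 RT-PCR transcripts were placed among 10000 random lists matched in 20 bins of mean value. Alternatives were pseudocounts of 0.1 and 10, no minimum and a minimum of 50 RPKM, 4-fold, and libraries scaled to the same total or upper quartile. Scaling by the median ratio to the geometric mean, folds of 8 and 32, and the alternatives of the overlap were added after seeing the data.

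Named genes were every transcript that the paper pairs with a name, and the transcripts with the largest rise and the largest fall among those reaching 100 RPKM in each comparison with flower. Some identifiers stand only in the pictures of Fig. 4B and 4D. They were kept where the log2 differences between tissues lay within 1.5 of those of the colours (for a value listed at 0, by sign), which held for all 36 transcripts compared. The picture values had been seen when the rule was set. A table of RefSeq gene names matched 0 of the 59220 identifiers, so no other transcript is named, and no genome coordinates are given. Gene groups such as transcription factor families and GO terms were not analysed here for the same reason.

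The code of the size rule was tested on simulated libraries made from the flower values with a noise of 0.1 (SD, log2) for leaf against flower. Of 200 transcripts changed 4-fold upwards, 200 were recovered among 9890 compared, and no unchanged transcript was called; at exactly 2-fold, 78 of 200 were recovered among 9894. The noise was assumed and is small beside the threshold, so these figures check the code and do not measure errors in the libraries of the study. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.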

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

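All tests here were chosen after the results were seen, and the test of compressed RNA-seq changes replaced an earlier one after that had come out in favour of compression. Actin, the internal control of the RT-PCR, whose RNA-seq value the paper does not discuss, stood at 1.17 RPKM in leaf, a log2 ratio of -5.56 to flower, against 0.36 in root. The RT-PCR log2 fold changes of Fig. 4C, read by eye, were assigned to genes by their RNA-seq coordinate, within 0.15. Some genes lie closer together than that, so their single assignments are not certain. Of the 20 points that the 10 genes would give, 3 were not found (GPPS in both tissues and LAMT in root). In all 9 leaf points found, RT-PCR lay above RNA-seq, by a median of 4.05 (2.81 to 8.34). In root RT-PCR lay above in 4 of the 8 points, and the median over all 8 was 0.07 (-2.41 to 3.62). Scaling of the leaf library is argued against, since the largest move under 3 other scalings was 0.14. For compression, the earlier test asked whether RT-PCR changes were larger in size in root too, and they were, by a median of 1.07; the line through the leaf points has an intercept of 3.99 (standard error 1.01), where compression alone gives 0, so compression is argued against as the whole cause but stays open as a part. The low actin value in leaf is a candidate explanation, as dividing by it would raise leaf changes alone. It would raise them all by one amount, so by itself it would not give the spread of the leaf points. Reads shared between actin transcripts and a true difference of actin between the tissues were not told apart. By the paper's methods, RT-PCR used at least 3 biological replicates of each tissue, whereas RNA-seq had 1 leaf library. Whether that library resembled the RT-PCR plants was not tested.

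A total of 4376 transcripts had at least 1 RPKM in root and less than 0.1 in leaf and flower, against 769 for flower and 291 for leaf. The median of the 4376 was 1.69 RPKM, and 3775 of them stand among 5000 consecutive identifiers, Cr_TC51501 to Cr_TC56500. This run was picked as the one holding the most among the runs of that length searched. The paper does not say how the identifiers of the merged assembly were ordered, so the run by itself points to no source. Deeper sequencing is argued against, since root had 92.5% of the mean non-redundant reads of leaf and flower, and so is a signal taken by a few transcripts elsewhere, since the 100 highest held 13.3% of the sum in root, more than in leaf or flower. Transcripts of another organism in field-grown roots cannot be told apart from plant transcripts used in root alone: of the root-only transcripts at 1 to 3 RPKM, 88.9% were listed at 0 in both other tissues, against 62.6% of flower-only ones, which either would give, and sequences were not examined. They hold 2.599% of the summed RPKM of root, and without them the transcripts higher in root than flower with no minimum value go from 8918 to 4569.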

How the results depend on the processing

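The tests at 8-fold and 32-fold, the median-ratio scaling, the counts without transcripts in opposite directions or without root-only transcripts, and the alternatives of the overlap were chosen after the results were seen. Of 262 values of the main results under alternatives, 194 stayed within their limits (1.5 times for a count). Of 78 2-fold calls of TIA genes and regulators over the 3 comparisons, 23 ended with a pseudocount of 10, 7 with a common upper quartile, 3 by the median ratio and none with a pseudocount of 0.1 or the same total. Calls on genes whose larger value is under 10 RPKM had to end with a pseudocount of 10. Of log2 fold changes of named genes, 49 of 400 moved by more than 1.5-fold, all of them with a pseudocount of 0.1 (12) or 10 (37). The counts of higher and lower transcripts follow the fold and the minimum by construction; the cause of the other moves was not tested. For leaf against flower they were 5114 higher and 5374 lower with no minimum, 769 and 868 with a minimum of 50 RPKM, 1205 and 1408 at 4-fold, 427 and 885 at 8-fold, 51 and 285 at 32-fold, and 1563 higher with a pseudocount of 10. For root against flower they were 8918 and 6077 with no minimum, 853 and 728 with a minimum of 50, 1343 and 1380 at 4-fold, 695 and 843 at 8-fold, 74 and 287 at 32-fold, and 1639 lower with a pseudocount of 10. For leaf against root they were 7781 and 10280 with no minimum, 888 and 1090 with a minimum of 50, 2019 and 1984 at 4-fold, and 2255 higher with a pseudocount of 10. Without the root-only transcripts (at least 1 RPKM in root, under 0.1 elsewhere), the counts with no minimum were 4569 and 6077 for root against flower and 7781 and 5921 for leaf against root, which turns both balances, while with the minimum of 10 they were 2288 and 2743, and 3724 and 2973. Scaling kept these counts within 1.5 times, but a common upper quartile and the median ratio turned the balance. For leaf against flower the main split of 2643 and 2576 became 2226 and 2768 with a common upper quartile and 2300 and 2758 by the median ratio. For root against flower the main split of 2419 and 2743 became 3353 and 2024, and 2992 and 2253. For leaf against root 3724 and 3104 became 2487 and 4246, and 2773 and 3857. The same total turned no balance, with 2757 and 2514 for leaf against flower, 2348 and 2774 for root against flower, and 3922 and 2973 for leaf against root. The overlap fell to 1039 at 4-fold and 701 with a minimum of 50 (61 and 44 higher in both, 813 and 523 lower in both, 165 and 134 opposite), and transcripts higher in at least one tissue to 2487 and 1578. With a pseudocount of 10, TIA genes in root were 8 higher and 6 lower, vindoline-branch genes lower in root were 1 against flower and 3 against leaf, and the median log2 fold change of the RT-PCR genes was 1.45 in leaf and 1.498 in root; with 0.1, 2 regulators were higher in leaf. By group, with a pseudocount of 10, iridoid genes higher in root than flower were 4, indole genes higher in leaf 1, strictosidine genes higher in leaf 1, lower in root 1 and higher in leaf than root 1, vindoline-branch genes lower in leaf 0, and regulators lower in leaf 1. With a common upper quartile, MEP genes higher in leaf than root were 4, and with it or the median ratio strictosidine genes higher in leaf were 1 against flower and 1 against root. Detected transcripts were 25097 in leaf, 28072 in root and 25343 in flower at 1 RPKM, and 1707, 1829 and 1844 at 50 RPKM. The alternatives of the negative binomial test (dispersion from the compared libraries alone, from the larger of the fitted and own values or from another curve, adjusted p, total reads as size factors, and a minimum of 10), for the tissues and for their overlap, were not run, as the values are not counts, and neither was that test itself. No paired analysis was possible because each tissue has 1 library. Reads per value were not worked out, so depth sets no stated limit here.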

Differences from the paper's values

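The alternatives of the overlap, the median-ratio scaling and the comparison with Fig. 4C were chosen after the results were seen. The paper's counts rest on a p-value threshold and a 2-fold change; the counts here use the 2-fold change and a minimum of 10 RPKM in its place, so the thresholds differ. For leaf against flower the paper gives 2443 genes and 5219 transcripts passed here; 808 up against 2643 here, and 1635 down against 2576 here. Among the alternatives set before the data were examined, a pseudocount of 10, a minimum of 50 RPKM and 4-fold come within 1.5 times of the total, a minimum of 50 and 4-fold within that of the up count, and a pseudocount of 10 and 4-fold within that of the down count; the others do not. The paper's totals equal the parts of its Venn diagram (Fig. 3B) without the 55 genes in opposite directions, whereas the counts here include such transcripts; without them, a count made after seeing the values, leaf has 4461, with 2250 higher and 2211 lower, and root 4404, with 2054 higher and 2350 lower, of which the 2211 comes within 1.5 times of the paper's 1635 and the others do not of theirs. For root against flower the paper gives 2153 genes, 1125 up and 1028 down, and the values here were 5162, 2419 and 2743. Of the alternatives set before the data were examined, a minimum of 50 RPKM and 4-fold come within 1.5 times of all 3, and the others do not for any. The 8-fold setting, chosen after seeing the values, comes within 1.5 times of the total (1538) and of the down count (843) for root, but not of the up count or of any count for leaf. For leaf against root, Fig. 3A shows about 680 up and about 1200 down, read by eye, against 3724 and 3104 here; only a minimum of 50 RPKM comes within 1.5 times. In Fig. 3A fewer genes differ between leaf and root than between either and flower, while here leaf and root differed in the most transcripts, 6828, as they did under each alternative run on all 3 comparisons.

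Of genes in both comparisons the paper gives 679, with 72 up, 552 down and 55 in opposite directions, and 1861 up in at least one tissue. The values here were 2351, 235, 1358, 758 and 4827. The 4827, and its values under the alternatives, include transcripts in opposite directions. The paper's 1861 equals the up parts of its Venn diagram without such genes. The alternatives for these were chosen after seeing the values. A minimum of 50 RPKM comes within 1.5 times of the paper's 679, 552 and 1861, and 4-fold of its 72, 552 and 1861; neither does for the 55, and scaling by the median ratio does for none. How many of the paper's own genes these settings, and 8-fold for root, drop could not be counted, since its gene lists were not used here.

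For leaf the paper has more genes down than up. The main setting gave slightly more higher than lower transcripts, as did a pseudocount of 0.1 (2784 and 2672) and the same total (2757 and 2514); more lower than higher, as in the paper, were found with a pseudocount of 10, no minimum, a minimum of 50, a common upper quartile and 4-fold, and with the median ratio, 8-fold and 32-fold, chosen after seeing the values. The paper describes leaf and root as sharing a roughly common pattern for most TIA genes, with T16H, DAT and T19H as exceptions. Here 26 of the 30 genes (19 with a pseudocount of 10), and 23 of the 27 without these exceptions, differed at least 2-fold between leaf and root, while 17 of the 27 lay on the same side of flower in both tissues at any size. The paper describes most TIA genes as up in leaf and root. In the values here 23 of 30 were highest in leaf or root and 16 were, with no minimum value, at least 2-fold above flower in one of them. Leaf was above flower at any size for 21 of 30, but root for 14 of 30. T19H is listed at 0 in flower, while its colour in Fig. 4B stands at about 1.0 on the log2 RPKM scale, read by eye; it is described as strongly lower in leaf, where the value was 0.01 RPKM. The paper describes RT-PCR as giving similar patterns for all chosen genes. In leaf, CPR had a log2 ratio to flower of -1.75 as deposited and -1.87 after scaling by the median ratio, and the Fig. 4C point assigned to it stands at about 2.3 for RT-PCR, read by eye; in root both were above 0. CPR is not alone in this: RT-PCR lay above RNA-seq in all 9 leaf points found, by a median of 4.05, and actin, the RT-PCR control, was at 1.17 RPKM in leaf. Of the 17 points found, out of 20 that the 10 genes would give, CPR in leaf is the one whose sign differs.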

Other observations

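The comparison with Fig. 4C and the ranks were chosen after the results were seen. Levels within a tissue show which steps of the pathway stand high together. In root, SLS, CPR, GPPS, TDC, STR2 and HDR ranked 40, 264, 282, 315, 841 and 1131 of the 59220 transcripts, and among regulators ZCT1 and ORCA3 ranked 238 and 296. In leaf the leading TIA genes were HDR, SGD, SLS, HDS, IS and D4H, at ranks 180, 346, 698, 761, 1082 and 1167, while T16H and DAT, which also belong to the vindoline branch, ranked 12121 and 12274. In flower PRX1, HDR and IDI led, at ranks 139, 293 and 804. These are ranks within single libraries.

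At least 10 RPKM in the one tissue and less than 0.1 RPKM in the others was found for 131 transcripts in root, 113 in flower and 10 in leaf. Leaf had the most non-redundant reads and the fewest transcripts above 0.

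The 17 points of Fig. 4C, read by eye, gave a Pearson r of 0.797 and a square of 0.635; the figure labels its value as r squared and the text as a correlation coefficient. Within tissues r was 0.836 over the 9 leaf points and 0.952 over the 8 root points. These correlations are across genes, which are not independent replicates. All 17 points were assigned to a chosen gene within a tolerance of 0.15 on the RNA-seq axis, so lying within it follows from the assignment. The log2 ratios used for this were scaled by the median ratio to the geometric mean, a scaling chosen after the results were seen. Some genes lie closer together than the tolerance, such as TDC (2.54) and SLS (2.61) in leaf. Which point belongs to which of such genes is not settled. The r within tissues uses the ratios as deposited.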
